# Identification of phloem-associated translatome alterations during leaf development in *Prunus domestica* L.

**DOI:** 10.1038/s41438-018-0092-4

**Published:** 2019-02-01

**Authors:** Tamara D. Collum, Elizabeth Lutton, C. Douglas Raines, Christopher Dardick, James N. Culver

**Keywords:** Plant molecular biology, Leaf development

## Abstract

Phloem plays a fundamental role in plants by transporting hormones, nutrients, proteins, RNAs, and carbohydrates essential for plant growth and development. However, the identity of the underlying phloem genes and pathways remain enigmatic especially in agriculturally important perennial crops, in part, due to the technical difficulty of phloem sampling. Here, we used two phloem-specific promoters and a translating ribosome affinity purification (TRAP) strategy to characterize the phloem translatome during leaf development at 2, 4, and 6 weeks post vernalization in plum (*Prunus domestica* L.). Results provide insight into the changing phloem processes that occur during leaf development. These processes included the early activation of DNA replication genes that are likely involved in phloem cell division during leaf expansion, as well as the upregulation of phloem genes associated with sink to source conversion, induction of defense processes, and signaling for reproduction. Combined these results reveal the dynamics of phloem gene expression during leaf development and establish the TRAP system as a powerful tool for studying phloem-specific functions and responses in trees.

## Genetics: the basis of plum plant molecule transport during development

Genes likely involved in DNA replication, immune defenses, stress response, and more occur during development within the plum plant tissue that transports molecules such as nutrients, genetic material, and hormones. The genes underlying this tissue, called phloem, are sparsely understood, inspiring a US team of researchers—led by the University of Maryland’s James Culver—to categorize their activity. Using a technique that “traps” cell-specific genetic material in the process of translation, the team analyzed plum phloem gene expression at 2, 4, and 6 weeks after the induction of leaf development. Finding reduced activity associated with DNA replication activity and an increase in activity associated with immune response, response to nutrients, and transport of sugars among others. These findings could power investigations into phloem processes and how they could be manipulated for enhanced crop production.

## Introduction

In plants, the phloem is the major conduit for the long-distance transport of photoassimilates, phytohormones, small molecules, and macromolecules including RNAs and proteins. This long-distance transport system is vital for plant development and physiology and allows the plant to respond to a diverse array of abiotic and biotic stresses^1–3^. Plant pathogens, such as viruses and some bacteria, can also utilize the phloem to spread systemically throughout a host plant or to be picked up by phloem-feeding insects^4–6^. This makes the phloem a key tissue of interest for investigating host–pathogen interactions, as well as plant development. In recent years, the unique population of mRNAs found in the phloem have been at least partially identified in several plant species including *Arabidopsis thaliana*, melon, potato, grape, rice, and barley^7–15^. Identification of phloem-associated mRNAs has given greater insight into a range of plant physiological processes, such as sucrose loading and systemic acquired resistance (SAR) that occur within phloem tissues^16–18^. However, much information regarding the identity of phloem-associated genes and gene pathways remains to be investigated, especially within perennial plant species.

The phloem is comprised of companion cells (CCs) and sieve elements (SEs) surrounded by support cells including bundle sheath and phloem parenchyma^3,19^. At maturity, the anucleate SEs are dependent on adjacent CCs for genetic and metabolic capabilities. Together these cells form a pressurized system in which the phloem translocation stream flows from source to sink tissues. Isolating phloem contents from this pressurized system can be technically challenging. The majority of plants where phloem mRNAs have been identified are those that naturally exude sap upon wounding. For plant species that do not naturally exude sap, the addition of the chelator EDTA has been used to facilitate phloem bleeding^20–22^. However, this method has a risk of introducing contaminants to the phloem sap due to the damage of neighboring cells^17,23–25^. Other methods such as phloem collection from insect stylectomy or phloem microdissection can be technically difficult and costly to establish. In this study, we used a translating ribosome affinity purification (TRAP) approach to isolate mRNAs from phloem tissues^26^. In this method, a tagged ribosomal protein is expressed from phloem-specific promoters. This allows for the immunopurification of ribosome–mRNA complexes specifically from phloem tissues without disruption of the pressurized phloem system prior to mRNA harvesting. mRNAs eluted from tagged ribosomes (termed the translatome) are then identified by RNA-seq. A further advantage of this approach is that in contrast to total cellular mRNAs (termed the transcriptome) mRNAs associated with ribosomes are likely in the process of translation and thus more directly impact cell physiology.

In temperate crops such as fruit trees, phloem tissues are renewed annually in stems and newly developing leaves following a period of winter dormancy. Together with the xylem, phloem tissues establish sink to source movement of photoassimilates that drive carbohydrate partitioning. These fundamental functions are critical for numerous agronomic characteristics such as growth rate, fruit size, and fruit sweetness. For perennial tree crops, there exists little information regarding the identity of phloem-expressed gene products within the vascular tissues. Previous studies using phloem exudates derived by excision or aphid stylectomies have identified a number of proteins and RNAs present in the SEs of these woody perennials^22,27^. However, mature SEs are generally considered to be incapable of transcription and translation^28–31^. Thus, previously identified SE components are likely to be part of the translocation stream and in transit within the vasculature.

To better investigate phloem processes, specifically those that occur during leaf development and expansion, we have used a tissue-specific translatome approach to identify ribosome-associated mRNAs that are likely being actively translated within the leaf phloem of *Prunus domestica* L. Results from this study provide understanding into the changing cellular processes that occur during leaf phloem development, as well as the identity of specific genes associated with these processes. The utility of the TRAP system for studying phloem functions in perennial crops is also discussed.

## Results

### Isolation of translating ribosomes from plum

To identify phloem-specific mRNAs associated with ribosomes in plum, we generated transgenic *Prunus domestica* L. that express the *Arabidopsis thaliana* ribosomal protein L18 (RPL18) tagged with a His_6_-FLAG (HF) dual-epitope driven by either one of two phloem-specific promoters, pSUC2 or pSULTR2;2 that were acquired from *A. thaliana*, as well as the more ubiquitously expressed CaMV 35S promoter. *A. thaliana* RPL18 shares 87% amino-acid identity and 95% similarity with plum RPL18 (Fig. S1). *A. thaliana* pSUC2 has been previously shown to be expressed specifically in phloem vascular tissues in many plant species including pear, lime, and sweet orange trees^32–34^, whereas *A. thaliana* pSULTR2;2 has been shown to be expressed in phloem vascular tissues in *A. thaliana* and *Nicotiana benthamiana*^15,35^. pSUC2 and pSULTR2;2 have also been shown to have slightly different expression patterns with pSUC2 driving expression predominately in shoot CCs, whereas pSULTR2;2 expresses in both shoot CCs and bundle sheath cells^15,35–38^. To confirm the phloem-specific expression of pSUC2 and pSUTLR2;2 in *Prunus domestica* L., we created pSUC2::GUS and pSULTR2;2::GUS reporter lines. We found that GUS expression was observed in phloem tissues in plum leaves when driven by either pSUC2 or pSUTLR2;2 promoters but not in non-transgenic control plants (Fig. 1a). Consistent with previous reported results, we saw broader expression of GUS when driven by the pSULTR2;2 promoter compared with pSUC2.

**Fig. 1:**
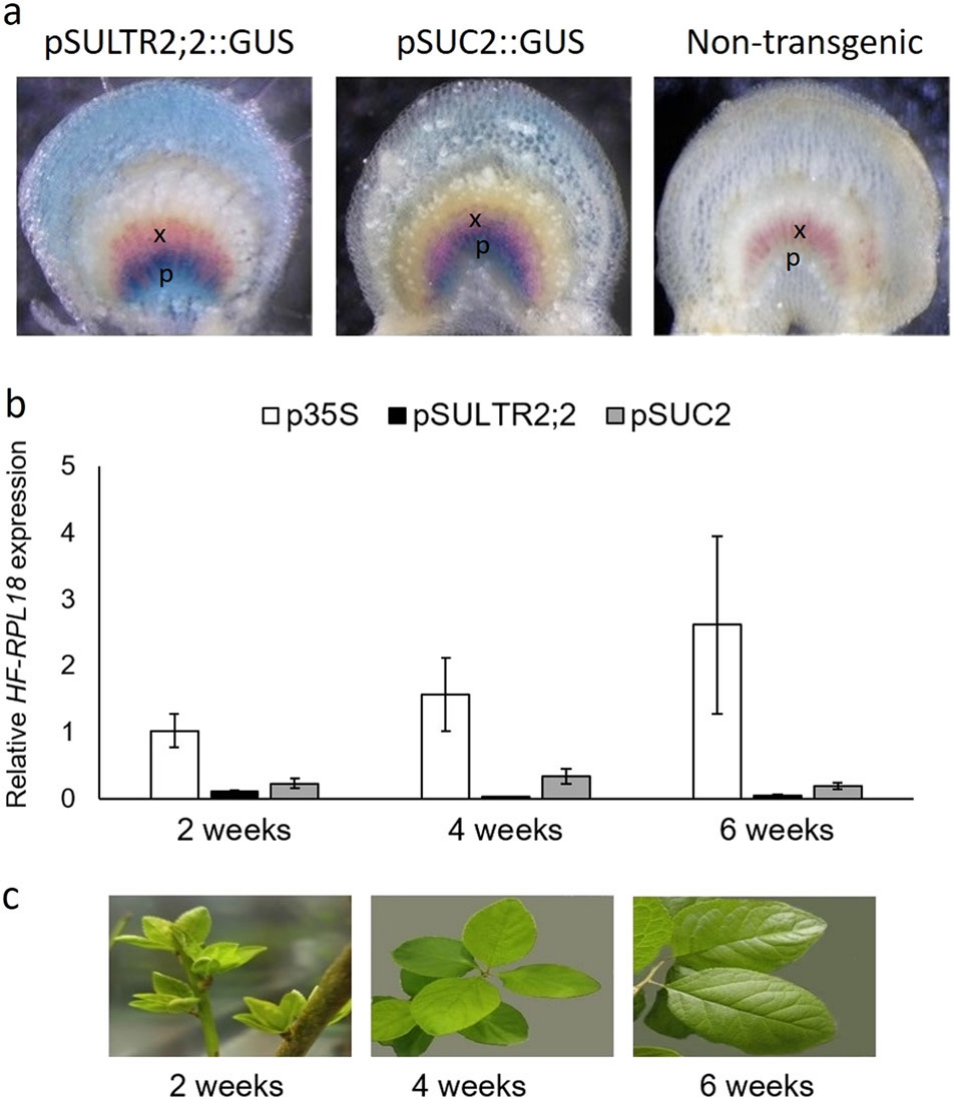
*Prunus domestica* L. promoter:HF-RPL18 transgenic plants. **a** Histochemical analysis of Arabidopsis pSUC2 and pSULTR2;2 promoters in transgenic plums visualized by GUS staining in mid-vein cross sections. Phloroglucinol was used to stain xylem red. x xylem, p phloem. **b** Relative HF-RPL18 transgene expression in leaves. Quantitative RT-PCR analysis was performed with a primer set specific to HF-RPL18 and 18S rRNA was used as the internal control. Bars represent the mean of three biological replicates ± standard error. **c** Representative photographs of leaves collected at 2, 4, and 6 weeks post vernalization

To confirm expression of HF-RPL18, leaf tissue was collected from plum trees at 2, 4, and 6 weeks post vernalization. A vernalization treatment of 60 days was used to mimic the period of winter dormancy. This chilling period is required to initiate normal bud break and new leaf growth after trees are exposed to a period of favorable temperatures. Phloem tissues are renewed annually after dormancy in newly developing leaves. We chose to sample leaves every 2 weeks after dormancy to identify phloem-specific genes and pathways that contribute to this process. Quantitative RT-PCR (qRT-PCR) was used to monitor expression of the HF-RPL18 transcript at each time point. We observed the highest expression level from the p35S promoter, followed by pSUC2 then pSULTR2;2 (Fig. 1b). There was no significant difference in expression of HF-RPL18 between time points for p35S and pSUC2, but pSULTR2;2 had fourfold and twofold higher expression at 2 weeks than 4 weeks and 6 weeks (*p*-values = 0.003 and 0.024, respectively). To purify polysome–mRNA complexes, leaf extracts prepared with a polysome extraction buffer (PEB) were loaded onto a sucrose cushion and ultracentrifugation was used to pellet the polysome fraction. Any HF-RPL18 proteins that are not incorporated into ribosome complexes will remain in the supernatant and be removed. Anti-FLAG magnetic beads were added to the resuspended polysome fraction to capture tagged polysome–mRNA complexes. We could recover high-quality RNA from all plant lines expressing HF-RPL18 but not from non-transgenic controls (Fig. 2). qRT-PCR was used to determine HF-RPL18 expression in mRNAs isolated from polysomes compared with total RNAs. We found HF-RPL18 expression significantly increased 8.5 to 5.3-fold in pSULTR2;2 and pSUC2 translating mRNA compared with total RNA (*p* < 0.05) (Fig. 2c). In contrast, HF-RPL18 expression in p35S translating mRNA samples had a smaller 2.5-fold increase that was not statistically significant (*p* = 0.11). These data are consistent with phloem-specific expression of HF-RPL18 in pSULTR2;2 and pSUC2 transgenic plant lines and successful enrichment of tissue-specific transcripts. Together these results indicate that *A. thaliana*-derived HF-RPL18 is expressed in the predicted tissue-specific fashion in plum and can be used to capture mRNAs from translating ribosomes.

**Fig. 2:**
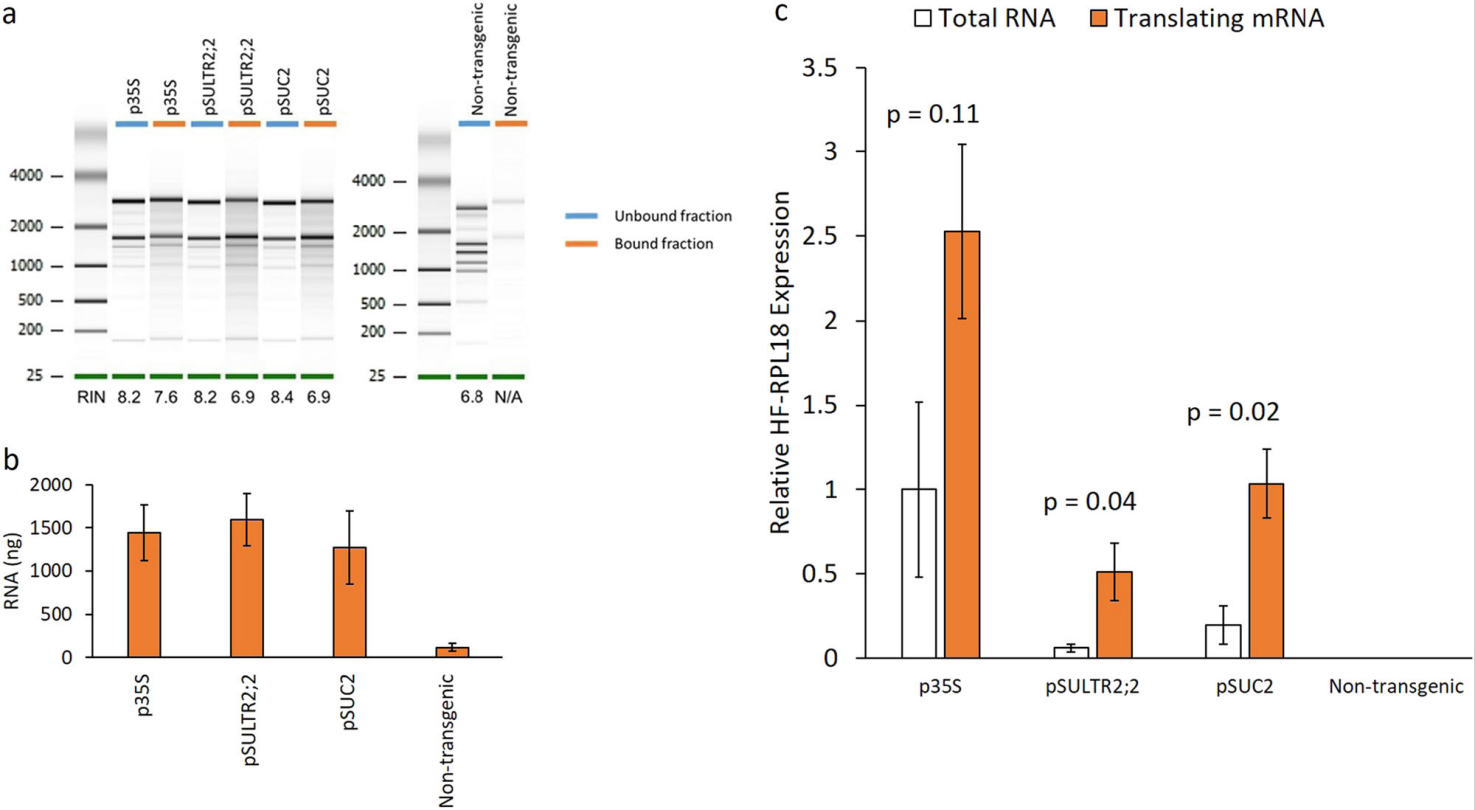
Isolation of translatome RNA. **a** Representative Agilent 2100 bioanalyzer gel-like image showing RNA isolated after incubation with Anti-FLAG magnetic beads taken from the unbound (blue labels) or bound (orange labels) fraction. High-quality RNA was successfully recovered in the bound fraction for all translatome HF-RPL18 plant lines, but not from non-transgenic controls. **b** Quantification of RNA recovered from the bound fraction. RNA was measured on a NanoDrop 2000 and is shown in nanograms. Bars represent the mean of four biological replicates ± standard error. **c** Relative HF-RPL18 transcript accumulation detected in total RNA (white bars) and translating mRNA samples (orange bars). Bars represent the mean of three biological replicates ± standard error. All samples are normalized to p35S total RNA

### Phloem-associated translatome analysis

To characterize phloem-specific translatome profiles during post-dormancy leaf development, RNA was isolated from tagged polysome complexes of leaf extracts at 2, 4, and 6 weeks post vernalization (Fig. 1c). 

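In translating ribosome affinity purification (TRAP), a ribosomal protein carrying a His-FLAG tag (HF-RPL18) is incorporated into ribosomes and messenger RNA bound to the tagged ribosomes is recovered with anti-FLAG beads. p35S drives the tagged protein in nearly all leaf cells, pSUC2 mainly in companion cells, and pSULTR2;2 in companion and bundle sheath cells. The sample labels name 'President' as the cultivar of the p35S trees and 'Stanley' as the cultivar of both phloem lines, so promoter and cultivar vary together in every comparison with p35S. For each library the authors deposited, for 26873 peach (Prunus persica) gene models, the number of reads on the gene and on its exons, in all and for reads with a unique position, together with RPKM and TPM values. Total gene reads, which are not normalized, were used for every test. At 2 weeks the total ranged from 6133735 to 14443056 gene reads in p35S (median 13164092), from 14507296 to 19080673 in pSUC2 (median 16743213) and from 16949860 to 18088393 in pSULTR2;2 (median 17689691). At 4 weeks it ranged from 7737332 to 11952826 in p35S (median 8015653), from 7468087 to 15282994 in pSUC2 (median 13534943) and from 12734317 to 17198315 in pSULTR2;2 (median 15583737). The 6-week libraries were more even, with medians of 12804254 gene reads in p35S, 13140937 in pSUC2 and 12854724 in pSULTR2;2, within ranges of 10791584 to 12867311, 11576891 to 15772766 and 11155558 to 14267151 respectively.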

Three biological replicates, each comprised of leaf tissue collected from individual clonal trees of the same lines, were isolated for each promoter at each time point to generate a total of 27 libraries. 

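The 27 libraries were 3 for each of 3 promoters at each of 3 leaf ages. All were fitted together with edgeR's quasi-likelihood model, with TMM library scaling, 1 mean for each of the 9 groups of promoter and age and a filter on low counts that left 20180 genes. Genes were called at the thresholds of the paper, a fold change above 2 and an adjusted p below 0.05 after Benjamini-Hochberg adjustment. The common dispersion was 0.1139, a biological coefficient of variation of 0.338, with 18 residual degrees of freedom. No 2 libraries of a group were as close as sampling noise alone would make them, since the lowest chi-square per degree of freedom among replicate pairs was 3. That pair was 6-week p35S replicates 1 and 2, with a correlation of log2 CPM of 0.985 against 0.974 and 0.975 for the pairs with replicate 3, and all libraries were counted as separate samples. In the 4-week pSUC2 group replicates 1 and 2 correlated at 0.977, whereas replicate 3 correlated with them at 0.84 and 0.843. On genes that rise or fall between 2 and 4 weeks, this 4-week pSUC2 replicate 3 library lay with the 2-week libraries, and it was kept in every test. When 200 genes were changed 2.5-fold to 8-fold in counts simulated for 20180 genes, the comparison of pSUC2 with p35S at 2 weeks recovered 152 of them (76%) with 7 false calls. Genes of few reads were not among the 200, so recovery among such genes is not known.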

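The lowest number of raw reads in Table S1 is 43430138 and the highest 62432158. The deposited gene reads of a library came to 40.7% to 47.8% of the reads that Table S1 assigns to genes in the same libraries. Whether a read pair was counted once is not stated in the sources used here. Reads with a unique position made up 96.55% to 97.93% of gene reads, and exon reads 99.17% to 99.52%. A library had 1 or more reads on 20039 to 22452 genes, and 24986 genes had a read in at least 1 library. The 10 genes with the most reads took 4.15% to 14.47% of a library.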

Forty-three to 63 million paired-end reads were generated for each sample (Table S1). Paired-end reads were mapped with CLC Genomics Workbench v. 10.0.1 using the closely related *Prunus persica* genome version 2.0 as a reference^39^. 

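A principal component analysis was run on log2 CPM of the 20180 genes, with a prior count of 2 and each gene scaled to unit variance. Principal component 1 held 34.8% of the variance (jackknife standard error 2.43), and 87.3% of its variance lay between leaf ages and 0.3% between promoters. The mean positions on it at 2, 4 and 6 weeks were -96.2, 9.2 and 103.8 in p35S, -88.2, -11.6 and 81.5 in pSUC2 and -98.7, 4.1 and 96 in pSULTR2;2. The 4-week pSUC2 libraries spread from -101.1 to 42.4, where the lowest was replicate 3. Principal component 2 held 19.9% of the variance (jackknife standard error 2.82), with 63.1% of its variance between promoters and 10.9% between ages. On it p35S lay at -42.6, -105 and -54.5, pSUC2 at 29.9, -34.4 and 57.2, and pSULTR2;2 at 41.9, 53.7 and 53.8. The separation by promoter is also one by cultivar. The setting that moved the shares most was to keep only the 500 most variable genes, which gave 69.1% and 12.4%.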

Principal component analysis showed that samples were separated primarily on principal component 1 (29.7%) according to age and to a more limited extent on principal component 2 (17.5%) by construct (Fig. S2). As a control, we additionally sequenced ribosome-associated RNAs from non-transgenic leaves collected at 2 weeks. Ultracentrifugation was used to pellet the ribosome fraction and RNA was isolated from the resuspended pellet, but these non-transgenic samples were not incubated with anti-FLAG magnetic beads as they do not express a tagged protein. Non-transgenic samples separated on principal component 1 (37.4%) from the other 2-week samples (Fig. S3a). Differential gene expression analysis was done using CLC Genomics Workbench RNA-seq tool using a threshold of fold change > 2 and false discovery rate (FDR) *p*-value < 0.05. Non-transgenic samples had 6137, 6781, and 7297 differentially expressed genes (DEGs) when compared with p35S, pSUC2, and pSULTR2;2 samples respectively (Fig. S3b). We expected non-transgenic samples isolated by ultracentrifugation to be similar to p35S samples, as they both capture ribosomes for nearly all cell types. 

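At 2 weeks, 522 genes were higher and 203 lower in pSUC2 than in p35S, and 479 were higher and 395 lower in pSULTR2;2 than in p35S (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fold change above 2). The alternative that moved the pSUC2 result most was a fit of only the 6 compared libraries, under which 204 genes were higher. The count of higher genes in pSUC2 was 338 without p35S replicate 1, 254 without p35S replicate 3 and 334 without pSUC2 replicate 1, and the count of lower genes was 117 without pSUC2 replicate 1 and 125 without pSUC2 replicate 2. In pSULTR2;2 the higher genes numbered 308 without p35S replicate 2, 238 without p35S replicate 3, 304 without pSULTR2;2 replicate 2 and 277 without pSULTR2;2 replicate 3. The lower genes there numbered 259 without p35S replicate 2, 189 without pSULTR2;2 replicate 2 and 180 without pSULTR2;2 replicate 3. All libraries named here are of the 2-week group.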

Although as expected, p35S did have the least number of DEGs when compared with non-transgenic controls, p35S samples were more similar to pSUC2 (700 DEGs) and pSULTR2;2 (686 DEGs) samples than non-transgenic controls (6137 DEGs). We concluded that p35S samples that had been through the immunopurification step were a more suitable control than non-transgenic ribosome-associated RNAs collected after ultracentrifugation.

After filtering and trimming, 72–90% of reads mapped to the reference genome, except for 4-week sample pSUC2-3, which had 43% of reads mapping to the genome. 

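Mapping rates in Table S1 lay between 71.5% and 89.8% in 26 libraries. In 4-week pSUC2 replicate 3, the fewest reads of the 9 pSUC2 libraries were counted on genes (7468087), and the mapping rate was 43.2%.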

Of the reads that mapped, 66–94% mapped to exons, except for all three 4-week p35S samples and one 2-week p35S sample in which 31–53% of reads mapped to exons. 

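By group, the median share of mapped reads in exons (Table S1) was 83.98% at 2 weeks, 35.51% at 4 weeks and 68.4% at 6 weeks in p35S. It was 90.35%, 76.79% and 86.94% in pSUC2 and 92.71%, 89.9% and 79.51% in pSULTR2;2. The 4-week p35S libraries had 34.63% to 53.26% of their mapped reads in exons and 46.33% to 65.11% between genes. The 2-week p35S library with the low share was replicate 2, with 30.99% in exons and 68.75% between genes, and it had the fewest gene reads of all libraries. Since gene reads alone entered the tests, reads between genes lowered the depth of these libraries.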

Reads that did not map to exons mapped primarily to intergenic regions (Table S1). To our knowledge, *Prunus domestica* L. mapping rates to *Prunus persica* have not been previously published. However, percentages of mapped reads in this study are consistent with previous reports for other Prunus species. Peach-derived transcripts mapped to the *Prunus persica* reference genome have been reported at rates of 83–94%^40,41^. Although apricot-derived transcripts mapped to the *Prunus persica* reference genome at a lower rate of 64–72%^42^. Reads that did not map to exons could represent novel splice junctions or unannotated transcripts. In all samples, reads mapping to the Arabidopsis RPL18 His-FLAG tag sequence were present. 

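Table S1 gives the reads on the tag sequence and the raw reads of each library, from which tag RPM (tag reads scaled by raw reads) was calculated. The level was highest in p35S, with a mean of 108 RPM over 9 libraries and a range of 31.4 to 175. The pSUC2 libraries had a mean of 20.8 (3.92 to 77.7) and the pSULTR2;2 libraries a mean of 3.29 (1.12 to 8.31).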

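In p35S the tag made up 117 ± 74.3 RPM at 2 weeks, 91.5 ± 72.5 at 4 weeks and 115 ± 16.0 at 6 weeks (mean ± SD, n = 3). The corresponding values were 13.0 ± 7.96, 35.1 ± 37.4 and 14.1 ± 9.46 in pSUC2 and 2.29 ± 1.63, 3.41 ± 2.13 and 4.17 ± 3.59 in pSULTR2;2 (n = 3 each). The largest difference between the means of 2 ages was 25.51 RPM in p35S, 22.09 in pSUC2 and 1.88 in pSULTR2;2. In exact two-sided permutation tests over all 280 ways of assigning the 9 libraries of a promoter to the 3 ages, 236 assignments gave a difference as large in p35S (p = 0.843), 188 in pSUC2 (p = 0.671) and 190 in pSULTR2;2 (p = 0.679). The adjusted p over the 3 tests was 0.843 for each. Scaled by mapped reads it was 0.796. The 4-week mean in pSUC2 rests on replicate 1, the highest of all pSUC2 libraries.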

AtRPL18 transcript levels were relatively consistent across biological replicates and there were no significant differences in reads mapping to the RPL18 His-FLAG tag sequence between time points (Table S1, Fig. S4).

To identify genes significantly enriched in phloem tissues, we compared pSUC2 or pSULTR2;2 samples to p35S samples for each time point. p35S is expressed in almost all tissue types including phloem, however, we would expect that phloem-derived mRNAs would be only a small fraction of all translating mRNAs isolated from p35S trees. Therefore, we would expect transcripts expressed predominately in phloem tissues to have significantly higher expression in pSUC2 and pSULTR2;2 samples when compared with p35S. Filtering transcripts identified in pSUC2 and pSULTR2;2 samples against p35S also compensates for any background non-phloem expression derived from the phloem promoters. Differential gene expression analysis was done using CLC Genomics Workbench RNA-seq tool using a threshold of fold change > 2 and FDR *p*-value < 0.05. 

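Over the 3 ages, 1638 genes were higher in pSUC2 than in p35S at 1 or more ages, and 2166 were higher in pSULTR2;2 than in p35S (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fold change above 2). Left out 1 at a time, the libraries moved these totals between 1121 and 2347 for pSUC2 and between 1550 and 2544 for pSULTR2;2. The alternative that moved the totals most was an adjusted p below 0.01, which left 737 and 1044 genes. As a mean over the 3 ages, 1532 genes were higher and 695 lower in pSUC2, and 1712 were higher and 1199 lower in pSULTR2;2. A difference between the cultivars was not parted from a difference between the tissues in these sets.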

A total of 1798 genes were identified as phloem enriched in the pSUC2 translatome for at least one time point, whereas 2149 genes were identified in the pSULTR2;2 translatome (Table S2).

Phloem-associated translatomes have only been previously characterized using TRAP in *A. thaliana* and *N. benthamiana*^15,35^. The number of plum phloem-associated genes identified in this study are consistent with results from *N. benthamiana* where 2308 genes were enriched in the pSUC2 translatome and 1236 genes were enriched in the pSULTR2;2 translatome^15^. Although in Arabidopsis, phloem translatomes included only 204–798 enriched genes^15,35^. To compare the plum and *N. benthamaina* phloem-enriched gene lists, we used the Arabidopsis best BLAST match for each gene. For plum, a total of 1740 unique genes were identified as associated with phloem pSUC2 or pSULTR2;2 translatomes, as many plum genes best BLAST match was the same Arabidopsis gene. A total of 368/1740 (21%) of these genes were previously identified as phloem enriched in *N. benthamiana*^15^. In contrast, 36/1740 (2%) of identified plum genes were also associated with phloem translatomes in Arabidopsis. However, there was greater overlap between plum phloem translatomes and the phloem transcriptome isolated from Arabidopsis phloem exudates with 174/1740 (10%) overlap^9^. Even when comparing the same species, phloem studies done by different groups have had only 8–22% overlap^9,35,43^. The low percent of overlap can be explained by differences in phloem isolation techniques and sampling times, which ranged from 1 week to 10 weeks. Thus, up to 21% overlap with previous identified phloem-associated transcripts is consistent with isolation of phloem tissues from plum.

To further validate that we had successfully isolated phloem-specific mRNAs, we first searched for known phloem-expressed genes. Eighty-eight Arabidopsis genes are annotated as associated with phloem tissues (PO:0005417). 

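Table S3 lists 88 Arabidopsis genes and marks 16 as present in plum phloem. The held part of Table S2, 1994 of its 2733 rows, pairs 13 of these 16 with 14 plum genes. In the weekly comparisons with p35S, 9 of the 14 plum genes, for 9 Arabidopsis genes, were past the threshold as higher in 1 or more of the 6 comparisons, and none was past it as lower. Their mean log2 fold change over the 6 comparisons had a median of 0.89. The highest was 2.04 for GSTU19 (Prupe.4G147100), which was past the threshold in none, and the lowest was 0.29 for CLV1 (Prupe.1G363300). The 14 genes were picked from the paper's own list of enriched genes and their paper values had been seen. The gene names are Arabidopsis best matches.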

We found 16/88 (18%) of phloem-associated genes enriched in pSUC2 and/or pSULTR2;2 translatomes in our plum dataset (Table S3). In contrast, only 4/78 (5%) genes annotated as associated with xylem (PO:0005352) were enriched in our plum phloem dataset (Table S4). This is consistent with previous Arabidopsis phloem studies where 25% of phloem annotated genes were found in in phloem exudate or laser microdissection pressure catapulting derived phloem tissue compared with 13% of xylem annotated genes^9^. 

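Of the 78 genes in Table S4, 4 are marked as present, and the held rows of Table S2 pair them with 6 plum genes. Past the threshold as higher than p35S in 1 or more comparisons were 5 of the 6. The median of their mean log2 fold changes was 0.39, with the highest, 0.86, in ZFWD1 (Prupe.2G153400) and the lowest, -0.25, in CYP98A3 (Prupe.1G580200). None of the 6 was past the threshold in both phloem promoters at the same age. Prupe.3G276500, one of the 6, is also among the 14 plum genes paired with the phloem annotation. No test of overlap was run on these lists.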

Taken together, the identification of known phloem-associated genes as significantly enriched in our phloem translatome dataset suggests the successful isolation of phloem-associated mRNAs from the plum translatome.

### Identification of phloem-associated translatome alterations during leaf development

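In the 6-week libraries, 1237 genes were higher and 592 lower in pSUC2 than in p35S, and 1027 were higher and 658 lower in pSULTR2;2 than in p35S, by the same edgeR test and thresholds as at the other ages. Higher in pSUC2 were 664 genes without p35S replicate 1, 677 without p35S replicate 2, 732 without pSUC2 replicate 1, 642 without pSUC2 replicate 2 and 1877 without pSUC2 replicate 3. The lower genes in pSUC2 numbered 351, 368, 298, 241 and 1507 in the same order. For pSULTR2;2, 576 genes were higher without p35S replicate 1 and 609 without p35S replicate 2. Its lower genes numbered 431 without p35S replicate 1, 354 without p35S replicate 3 and 350 without pSULTR2;2 replicate 1. Genes higher than p35S in either phloem promoter numbered 693 at 2 weeks (328 without 2-week p35S replicate 3), 1872 at 4 weeks (976 and 1100 without 4-week p35S replicates 1 and 2) and 1482 at 6 weeks (839 and 852 without 6-week p35S replicates 1 and 2).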

The highest number of phloem-enriched genes were found at the 6-week time point with a total of 1669 genes enriched in either the pSUC2 or pSULTR2;2 translatomes. Of these genes, 849 (51%) were significantly enriched in both translatomes. 

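Of the 6-week genes higher in either promoter, 782 (52.8%) were past the threshold in both phloem promoters, 455 in pSUC2 alone and 245 in pSULTR2;2 alone. The shared count was 401 without 6-week p35S replicate 1, 434 without 6-week p35S replicate 2 and 518 without 6-week pSUC2 replicate 2. A gene past the threshold in 1 promoter alone was not shown to differ between the promoters. In a direct test, edgeR found 2 genes that differed between pSUC2 and pSULTR2;2 at 6 weeks, with 1124 at an unadjusted p below 0.05, and DESeq2 found 59. The edgeR count was 107 without 6-week pSUC2 replicate 3, 13 without 6-week pSULTR2;2 replicate 3, 7 without 4-week pSUC2 replicate 3, 4 without 4-week pSUC2 replicate 2 and 1 without 6-week p35S replicate 2. It was 0 without any 2-week library, any 4-week p35S library, 6-week p35S replicate 1, 6-week pSUC2 replicates 1 or 2, 4-week pSULTR2;2 replicates 2 or 3 or 6-week pSULTR2;2 replicate 1, each left out alone.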

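pSUC2 had 595 genes higher and 386 lower than p35S in the 4-week libraries, and pSULTR2;2 had 1704 higher and 1439 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In both promoters 427 genes were higher, which is 22.8% of the genes higher in either, with 168 in pSUC2 alone and 1277 in pSULTR2;2 alone. The median share of exon reads in p35S was lowest at this age. Higher genes numbered 247 in pSUC2, 918 in pSULTR2;2 and 189 in both without p35S replicate 1, and 275, 1043 and 218 without p35S replicate 2. Lower genes in pSUC2 numbered 197 and 199 without these, and in pSULTR2;2 840 without p35S replicate 1 and 948 without pSULTR2;2 replicate 3. In a fit of only the compared libraries, 47 genes were higher in both. Without pSUC2 replicate 3, which lay with the 2-week libraries, pSUC2 had 1002 calls in place of 981.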

At 4 weeks, 1543 genes were identified as phloem enriched, with 322 (21%) significantly enriched in both phloem translatomes. While at 2 weeks, we found a total of 989 phloem-enriched genes with 397 (40%) significantly enriched in both phloem translatomes (Fig. 3a, Table S5). 

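Higher than p35S in both phloem promoters at the 2-week point were 308 genes, 44.4% of those higher in either, with 214 in pSUC2 alone and 171 in pSULTR2;2 alone. The shared count was 205 without 2-week p35S replicate 2 and 164 without 2-week p35S replicate 3. The held part of Table S5 covers 50 of its 1100 rows, and no set was compared with it.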

Twenty-one to 51% overlap between pSUC2 and pSULTR2;2 phloem translatomes is consistent with previous studies and is likely due to pSUC2 driving expression predominately in shoot CCs, whereas pSULTR2;2 expresses in both shoot CCs and bundle sheath cells^15,35–38^. 

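Because both phloem promoters were compared with the same p35S libraries, chance alone makes their fold changes alike. Across genes, the log2 fold changes of pSUC2 and pSULTR2;2 against p35S correlated at 0.79, 0.71 and 0.86 at 2, 4 and 6 weeks, where genes are not independent replicates. In 10 simulations of phloem groups with no difference from p35S, the correlations were 0.53, 0.56 and 0.55. The fold changes had the same sign for 80%, 72.8% and 83.1% of genes, against 67.1%, 67.6% and 67.3% in these simulations. No gene was called in both promoters there, but at most 0.1 genes on average were called as higher in either. The lack of shared calls in them therefore decides nothing on the overlap. When the phloem groups were simulated with effects of the observed size on independent genes, 15.4, 45 and 55.4 genes were called in both on average (1.9%, 2.7% and 3.4% of the genes called in either), fewer than observed at each age. The shared p35S libraries and the cultivar common to both phloem lines are part of the observed values. The paper reasons that an overlap of this size is like that of earlier studies, and it proposes that the overlap stays partial because pSUC2 drives expression mainly in companion cells whereas pSULTR2;2 also drives it in bundle sheath cells.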

Next, we chose to focus on the genes that were found to be significantly enriched in both pSUC2 and pSULTR2;2 translatomes for further analysis (Table S5). 

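Higher than p35S in both phloem promoters at 1 or more ages were 1041 genes by edgeR's test, with totals between 718 and 1211 when each library was left out in turn. At all 3 ages 129 of these (12.4%) were past the threshold in all 6 comparisons, and 118 of the 129 were higher in every phloem library than in every p35S library of the same age. The number past it at all ages moved most, to 26, in fits of only the compared libraries, and lay between 96 and 149 with each library left out. The median level of the 129 genes in p35S was 9.94% of their level in the phloem libraries, and 22 of them stood under 1%. Among the 129, 9 genes had 3 or fewer reads in every p35S library and 10 or more in every phloem library.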

Of the 1100 genes enriched in both phloem translatomes, 128 (11.64%) genes were significantly enriched at all time points tested (Fig. 3b, Table S6). Among others, 144 were enriched only at the early 2-week time point, 69 were uniquely enriched at 4 weeks, and 547 genes were enriched only at 6 weeks (Fig. 3b). 

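By age, 75 of the 1041 genes (7.2%) were past the threshold in both promoters at 2 weeks alone, 139 (13.4%) at 4 weeks alone and 480 (46.1%) at 6 weeks alone. Another 45 were shared by 2 and 4 weeks, 59 by 2 and 6 weeks and 114 by 4 and 6 weeks. The 2-week class held 46, 48 and 26 genes without 2-week p35S replicates 1, 2 and 3 and 49 without 2-week pSULTR2;2 replicate 3, and the 4-week class held 31 and 42 without 4-week p35S replicates 1 and 2. The 6-week class held 185, 215 and 306 without 6-week p35S replicates 1, 2 and 3, 289 without 6-week pSULTR2;2 replicate 3, and 311 and 269 without 6-week pSUC2 replicates 1 and 2.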

Gene ontology (GO) enrichment analysis using the best *A. thaliana* BLAST match for each gene, found that the plum phloem was enriched for genes associated with response to stress, defense responses, and protein phosphorylation at all time points tested (Fig. S5). At the 2-week time point, additional GO terms associated with defense and immune system responses were significantly enriched, while at 6-week genes associated with reproduction and transmembrane transport were uniquely enriched (Fig. S5).

**Fig. 3:**
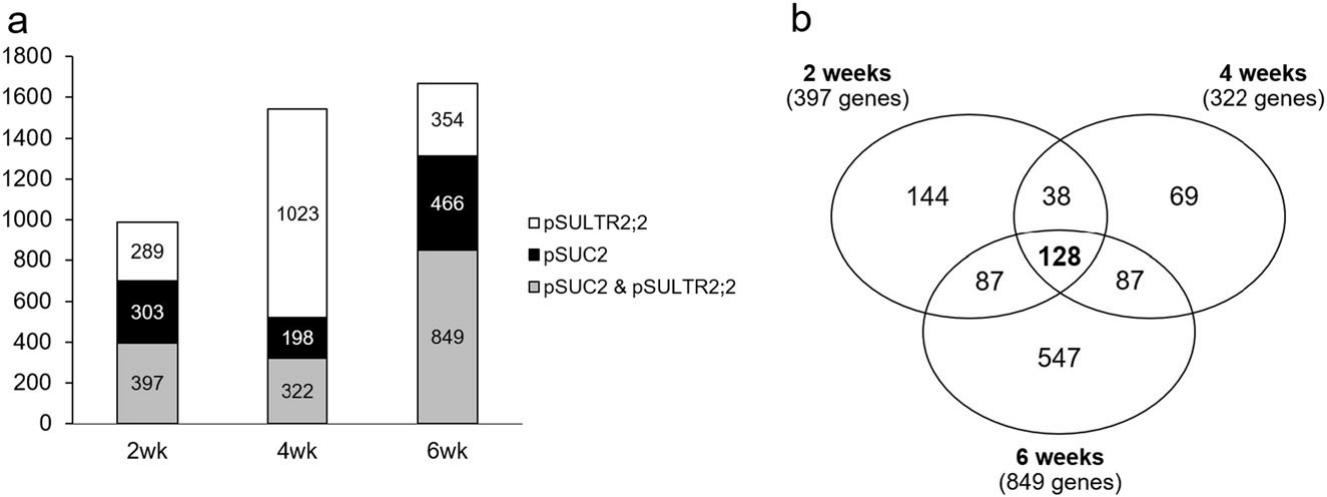
Phloem-enriched genes. **a** Total number of genes with > 2-fold expression that are unique or shared by pSUC2 or pSULTR2;2 phloem translatomes compared with p35S translatome at 2, 4, and 6 weeks post vernalization. **b** Number of unique and shared phloem-enriched genes across time points. Phloem-enriched genes were defined as > 2-fold expression in both pSUC2 and pSULTR2;2 phloem translatomes compared with p35S translatome

To further analyze how the phloem translatome is altered during development, we looked for those genes that were differentially expressed between leaf developmental time points. Differential gene expression analysis was done using CLC Genomics Workbench RNA-seq tool using a threshold of absolute value fold change > 2 and FDR *p*-value < 0.05. 

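Among the 1041 genes higher than p35S in both phloem promoters, 242 (23.2%) rose from 2 to 6 weeks in 1 or both phloem promoters, 162 (15.6%) fell and 1 went in opposite directions. Each change was called by edgeR's quasi-likelihood test at a fold change above 2. The alternative that moved the number of rising genes most was an adjusted p below 0.01 in place of 0.05, with 69, and the number was 418 where an adjusted p below 0.05 was needed in only 1 of the 2 promoters. It was 150 without 6-week p35S replicate 1 and 156 without 6-week p35S replicate 2.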

Of the 1100 genes enriched in both pSUC2 and pSULTR2;2 translatomes, 161/1100 (15%) were significantly downregulated over time in one or both phloem translatomes, 366/1100 (33%) were significantly upregulated, and the remaining 573/1100 (52%) did not significantly change expression over time (Table S5). We identified GO terms that were significantly overrepresented among the 527 phloem genes altered during leaf development and plotted the percentage of genes that were upregulated or downregulated for each GO term (Fig. 4, Table S7). DNA replication was the only GO term where the majority of genes were downregulated during leaf development. 

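The 11 genes of Fig. 5a all had their highest mean CPM over both phloem promoters at 2 weeks, and all 11 fell past the threshold from 2 to 6 weeks in 1 or both of them (8 in pSUC2, 9 in pSULTR2;2) by edgeR's test. This was the same under TMM, upper-quartile and DESeq2 scaling. The median change was -1.63 on the log2 scale in pSUC2 and -1.85 in pSULTR2;2. Of the 11 genes, 8 were higher than p35S in both phloem promoters at 1 or more ages.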

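All 11 genes of Fig. 5a, among them MCM2 (Prupe.1G211500), POK1 (Prupe.1G108800) and UBC19 (Prupe.4G256900), had a lower mean CPM at 4 weeks than at 2 weeks in both phloem promoters. From 2 to 4 weeks the fall was past the threshold in 1 of the 11 in pSUC2, 7 in pSULTR2;2 and 10 in p35S (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The pSUC2 value depends on 4-week replicate 3. MCM2 fell by 1.17 on the log2 scale in pSUC2 (adjusted p = 0.24 by the same edgeR test), and without that library it fell by 3.03 (adjusted p = 0.0005). Its CPM in the 4-week pSUC2 libraries was 3.36, 3.58 and 31.4, the last in replicate 3.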

Of the 11 downregulated DNA replication genes identified, all displayed a reduction between the 2- and 4-week sampling times (Fig. 5a).

**Fig. 4:**
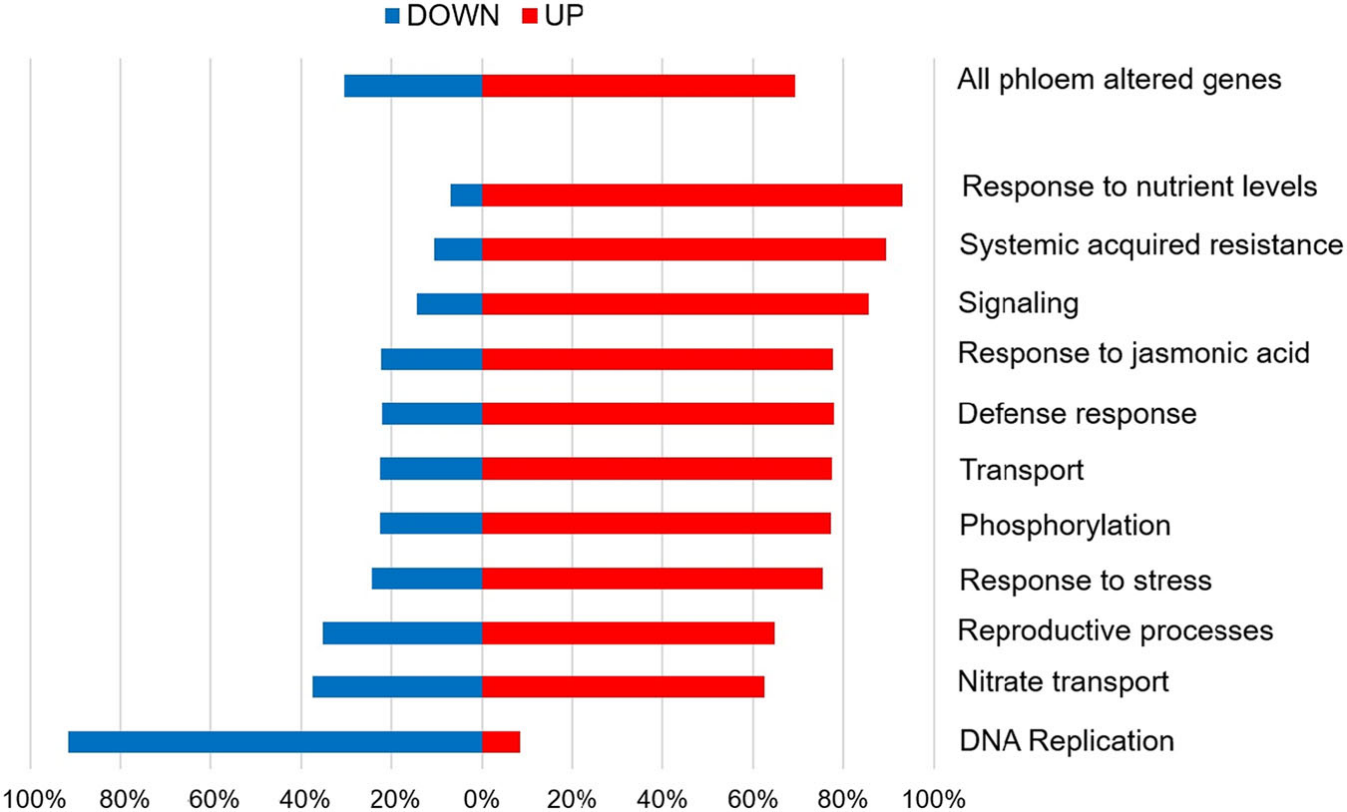
Phloem-enriched gene categories altered over development. A subset of gene ontology (GO) biological process terms overrepresented in phloem-enriched genes that are altered over the 2- to 6-week sampled time frame. Bars represent the percentage of genes in each category that are downregulated (blue) or upregulated (red). All significantly overrepresented GO biological process terms are listed in Table S7

**Fig. 5:**
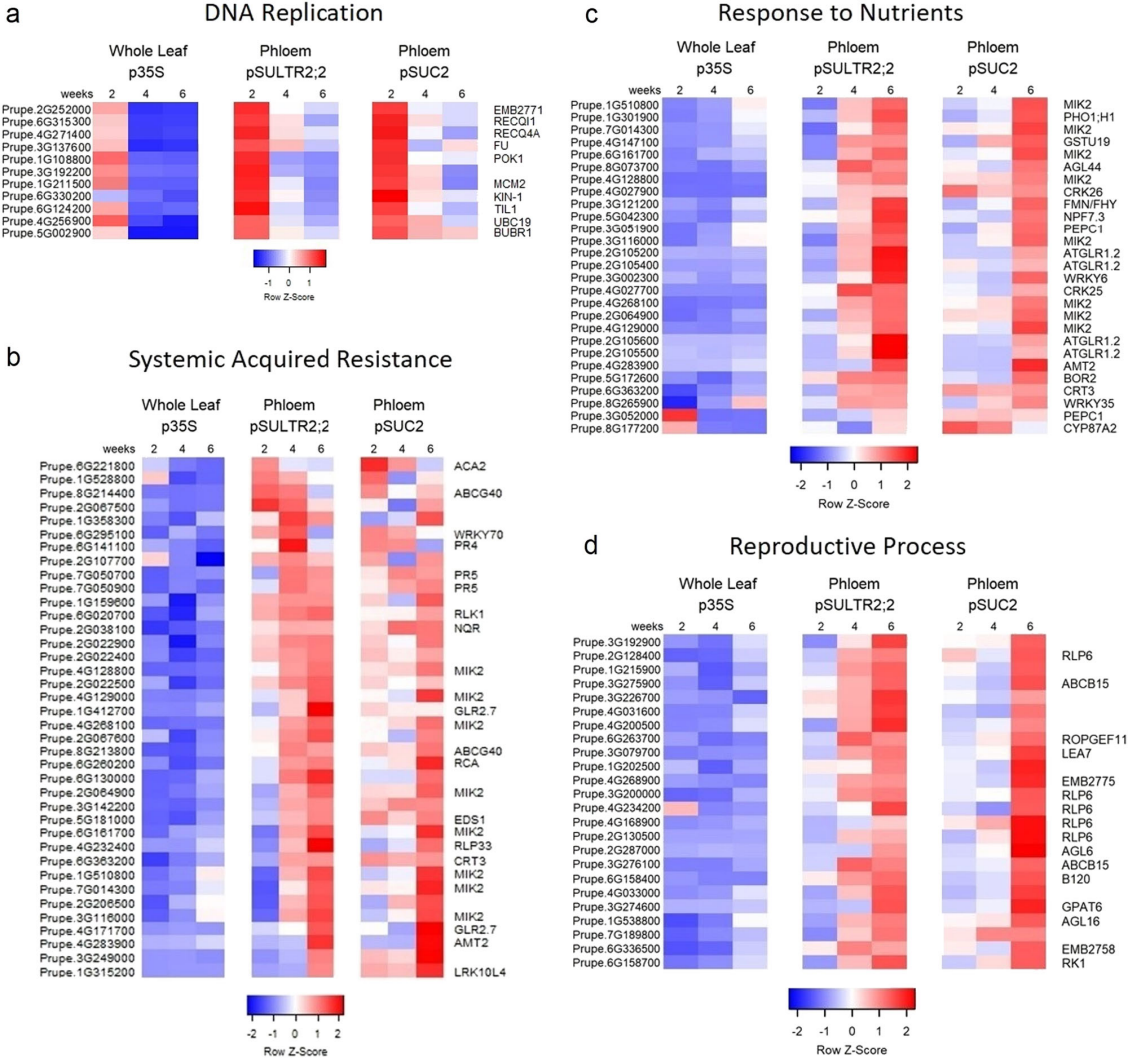
Heatmaps of phloem-enriched gene expression over development. Heatmaps showing changes to genes involved in **a** DNA replication, **b** systemic acquired resistance, **c** response to nutrients, and **d** reproduction in *Prunus domestica* L. leaves 2, 4, and 6 weeks post vernalization. Mean FPKM values from three biological replicates are shown on a log2 scale with z-scaling by row. Gene names from *A. thaliana* best BLAST matches are shown to the right of all heatmaps

Surprisingly, the defense response category was the most significantly overrepresented GO term (FDR *p*-value 1.40e–13) among the 527 phloem genes altered during leaf development (Table S7). Seventy-eight percent (92/118) of defense-related genes were upregulated over the course of leaf development (Fig. 4). 

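Over both phloem promoters, the mean CPM of the 38 genes shown in Fig. 5b was highest at 6 weeks for 32 genes, at 4 weeks for 3 and at 2 weeks for 3. The number peaking at 6 weeks was 32 with DESeq2 size factors as well and 31 with upper-quartile scaling. Past the threshold as higher than p35S in both phloem promoters at 1 or more ages were 21 of the 38, and 6 at all ages.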

Identified defense genes included 38 genes that are involved in SAR with 79% (30/38) showing the highest expression at 6 weeks in phloem translatomes (Fig. 5b). Additional GO categories where the majority of genes were upregulated over time included response to nutrient levels and reproductive processes (Figs. 4, 5). 

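The 27 genes drawn in Fig. 5c peaked at 6 weeks in 26 cases, and the other one at 2 weeks. All 24 genes drawn in Fig. 5d peaked at 6 weeks. Both numbers held under TMM, upper-quartile and DESeq2 scaling. Higher than p35S in both phloem promoters at 1 or more ages were 9 of the 27 and 15 of the 24.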

Response to nutrient levels had the highest percentage of upregulated genes over time at 93% (27/29 genes) (Fig. 4).

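For response to nutrient levels, 25 of the 27 genes in Fig. 5c rose past the threshold from 2 to 6 weeks in 1 or both phloem promoters and none fell past it by edgeR's test, and 25 were counted under upper-quartile and DESeq2 scaling. The rise was past the threshold for 25 genes in pSULTR2;2, 18 in pSUC2 and 14 in p35S. With edgeR's p adjusted over all genes tested, a difference in change between promoter and p35S reached the threshold for 0 of the 27 genes, with 5 genes in pSUC2 and 7 in pSULTR2;2 at an unadjusted p below 0.05. Adjusted over the list alone, p was below 0.05 for 0 genes in pSUC2 and 7 in pSULTR2;2, which is not independent evidence because the study chose the list on these samples. DESeq2 called 2 in pSULTR2;2.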

### Validation of selected transcripts

To further confirm the results obtained by RNA-seq, 12 genes were selected for analysis using qRT-PCR. Eight of these genes were identified as phloem enriched in both phloem translatomes at all time points tested, two had higher expression in non-phloem tissues, and two had similar expression levels in all samples. 

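Of the 12 genes, a sugar transport protein (Prupe.1G070900), wall associated kinase-like 10 (Prupe.3G181800), wall associated kinase-like 1 (Prupe.3G181400) and a PR5-like receptor kinase (Prupe.2G088800) were past the threshold as higher than p35S in both phloem promoters at all 3 ages. The kinase-like 1 gene had its smallest log2 fold change in 6-week pSULTR2;2, at 2.10 ± 0.54 (standard error, adjusted p = 0.015 by edgeR's quasi-likelihood test). Its adjusted p was 0.057 without p35S replicate 2, 0.064 without p35S replicate 3 and 0.083 without pSULTR2;2 replicate 3. The PR5-like receptor kinase was lowest in 2-week pSULTR2;2, at 1.44 ± 0.41 (adjusted p = 0.04 by edgeR), which passed 0.05 without p35S replicate 2 (0.13) or replicate 3 (0.21), any pSULTR2;2 replicate of that age (0.066, 0.096 and 0.12) or 6-week pSUC2 replicate 1 (0.053). In pSUC2 it was not past it at 2 weeks without p35S replicate 3 (0.052) or at 4 weeks without p35S replicates 1 (0.075) or 3 (0.056). SUM2 (Prupe.4G221900) missed the threshold in pSUC2 at 2 weeks (1.45 ± 0.46, adjusted p = 0.086) and a basic pathogenesis-related protein (Prupe.8G152900) in pSULTR2;2 at 2 weeks (2.11 ± 0.75, adjusted p = 0.12), both by the same edgeR test. PR5 (Prupe.7G050900) was past the threshold at 6 weeks in both promoters (adjusted p = 0.008 and 0.015 by edgeR) and at 4 weeks in pSULTR2;2 (0.04). A sieve element occlusion gene (Prupe.1G202900, chromosome 1, 20156338 to 20160175) missed it in pSUC2 at 2 and 4 weeks (adjusted p = 0.13 and 0.077 by edgeR) and in pSULTR2;2 at 2 and 6 weeks (0.18 and 0.083), of which all but 2-week pSULTR2;2 passed without 2-week pSUC2 replicate 3 (0.019, 0.028 and 0.031) and 6-week pSULTR2;2 also without 6-week p35S replicate 3 (0.025). It was past the threshold in 6-week pSUC2 (adjusted p = 0.013 by edgeR), but not without 6-week p35S replicates 1 (0.072) or 2 (0.073) or pSUC2 replicate 2 (0.051), and in 4-week pSULTR2;2 (0.045), which was lost in 12 of the 27 fits with a library left out, among them those without 4-week p35S replicates 1 (0.13) or 2 (0.15) or any 4-week pSULTR2;2 replicate (0.094, 0.05 and 0.092). The other 7 were those without 2-week p35S replicate 3, any 2-week pSULTR2;2 replicate, 6-week pSULTR2;2 replicate 2 or 6-week pSUC2 replicates 1 or 2.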

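RD22 (Prupe.1G465600) was lower than p35S in all 6 comparisons, from -1.78 ± 0.42 in 2-week pSUC2 (log2 fold change ± standard error, adjusted p = 0.013 by edgeR's quasi-likelihood test) to -6.20 ± 0.51 in 6-week pSULTR2;2 (adjusted p = 1.2e-07). The first of these was lost without 2-week p35S replicate 2 (adjusted p = 0.14) or pSUC2 replicates 2 or 3 (0.052 each). WAK1 (Prupe.4G093100) was lower in 5 of 6 comparisons, and the exception was pSULTR2;2 at 6 weeks (-1.75 ± 0.61, adjusted p = 0.068 by edgeR), which passed without 2-week p35S replicate 2 (0.042), 2-week pSUC2 replicate 3 (0.029) or 4-week pSUC2 replicate 3 (0.042). UBC9 (Prupe.2G306300) and CBP20 (Prupe.3G134700) were past the threshold in none, with log2 fold changes between -0.57 and 0.37.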

Three additional translatome biological replicates were collected from a different set of trees at the 2-week post vernalization time point. qRT-PCR analysis mirrored the RNA-seq translatome study (Fig. S6). Combined these results indicate phloem-enriched mRNAs identified by TRAP-seq in this study are reproducible in additional biological replicates.

## Discussion

Vascular phloem represents one of the most important and specialized tissues in higher plants. Yet our understanding of the phloem’s transcriptional and translational composition is generally limited, particularly for plant systems such as woody perennials. The goal of this study was to assess the phloem translatome responses during leaf development in plum trees. Here we used a new molecular approach to express a tagged ribosomal protein (AtRPL18) from two phloem-specific promoters, pSUC2 and pSULTR2;2, in order to capture mRNAs from phloem tissues. This approach allows for the isolation of phloem-specific mRNAs without having to physically separate phloem from surrounding tissues, which is extremely technically difficult. Another key advantage of this approach is that mRNAs that are associated with ribosomes are likely being translated and thus have a direct impact on cellular function.

In plum trees, phloem is renewed annually in developing leaves after a period of winter dormancy. Isolation of phloem-associated translating mRNAs during new leaf growth following dormancy allowed us to identify specific phloem-associated genes and their corresponding cellular processes that show differential regulation over a range of leaf developmental stages. Combined these findings provide a unique resource for understanding a range of phloem processes that include sink to source transition, plant defense, and the onset of reproduction. Knowledge into these processes also represents a first step toward future efforts to manipulate phloem processes for enhanced crop production and disease resistance.

Specific findings from these studies included a range of translational alterations, with many DEGs associated with specific leaf developmental and response processes. For example, genes involved in DNA replication represented the only category that was consistently downregulated over successive developmental time points. This was also the GO term that was most significantly overrepresented among all downregulated phloem-enriched genes. These genes included predicted plum homologs of the Arabidopsis *MCM2*, *POK1*, and *UBC19*, all of which are genes shown to be expressed primarily in actively dividing cells^44–48^. 

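MCM2 (Prupe.1G211500) lies on chromosome 1 of the peach genome from 22480450 to 22486444 on the minus strand. Its level was 24.9 ± 8.84 CPM in p35S, 34.4 ± 11.8 in pSULTR2;2 and 28.3 ± 12.4 in pSUC2 at 2 weeks (mean ± SD, n = 3), and 1.38 ± 0.345, 2.88 ± 1.52 and 2.26 ± 1.33 at 6 weeks. From 2 to 6 weeks it changed by -3.57 ± 0.70 on the log2 scale in pSULTR2;2 (standard error, adjusted p = 0.00032) and -3.60 ± 0.70 in pSUC2 (adjusted p = 0.00056, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). POK1 (Prupe.1G108800, chromosome 1, 8693892 to 8706644) changed by -3.09 ± 0.73 in pSULTR2;2 (adjusted p = 0.0017 by edgeR) and -1.63 ± 0.68 in pSUC2 (adjusted p = 0.064). The pSUC2 change of POK1 was past the threshold without 2-week pSUC2 replicate 2 (adjusted p = 0.045), 4-week pSUC2 replicate 2 (0.037) or 4-week pSUC2 replicate 3 (0.01). UBC19 (Prupe.4G256900, chromosome 4, 18092497 to 18094392) changed by -1.85 ± 0.46 in pSULTR2;2 (adjusted p = 0.0025 by edgeR) and -1.64 ± 0.46 in pSUC2 (adjusted p = 0.0073). The names are those of Arabidopsis best matches.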

High expression of DNA replication genes during early leaf development in both phloem and non-phloem tissues is consistent with the transition from early rapid cellular division to later growth stages where cell division slows and growth predominantly occurs via cellular expansion. Interestingly, the downregulation of these genes at 4 and 6 weeks was significantly greater in p35S whole leaf translatome samples than in the pSUC2 and pSULTR2;2, phloem-associated translatomes, suggesting that phloem remains active for cell division even after the leaf reaches maturity.

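Between 2 and 6 weeks the median change of the 11 genes of Fig. 5a was -3.38 on the log2 scale in p35S. MCM2 (Prupe.1G211500) changed there by -4.16 ± 0.75, POK1 (Prupe.1G108800) by -4.97 ± 0.84 and UBC19 (Prupe.4G256900) by -4.10 ± 0.52 (± standard error). All 11 genes fell further in p35S than in pSUC2 and all 11 further than in pSULTR2;2, under each of the TMM, upper-quartile and DESeq2 scalings, with 1 (KIN-1) level with pSULTR2;2 to 2 decimals. The median of the difference was 1.39 against pSUC2 and 1.60 against pSULTR2;2. Tested gene by gene and adjusted over all genes tested, the difference in change was past the threshold for 1 gene against each phloem promoter, BUBR1 (Prupe.5G002900), and its unadjusted p was below 0.05 for 5 genes against pSUC2 and 4 against pSULTR2;2. Adjusted over the list alone, p was below 0.05 for 4 and 2 of the 11, and as the study chose the list on these samples this is not independent evidence. For BUBR1 the difference was 3.11 ± 0.53 in pSUC2 (adjusted p = 0.012) and 2.7 ± 0.53 in pSULTR2;2 (adjusted p = 0.023, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). For UBC19 the differences of 2.45 (adjusted p = 0.27) and 2.25 (adjusted p = 0.19) passed 0.05 without 4-week pSUC2 replicate 3 (0.045 and 0.042 by edgeR). Over all genes, a change from 2 to 4 weeks that differed from that in p35S was called by edgeR for 1 gene in pSUC2 and 0 in pSULTR2;2, with 1203 and 1383 at an unadjusted p below 0.05. DESeq2 called 11 and 34 there. From the larger fall in whole leaves, the paper proposes that phloem remains active for cell division after the leaf matures.

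**Figure D1:**
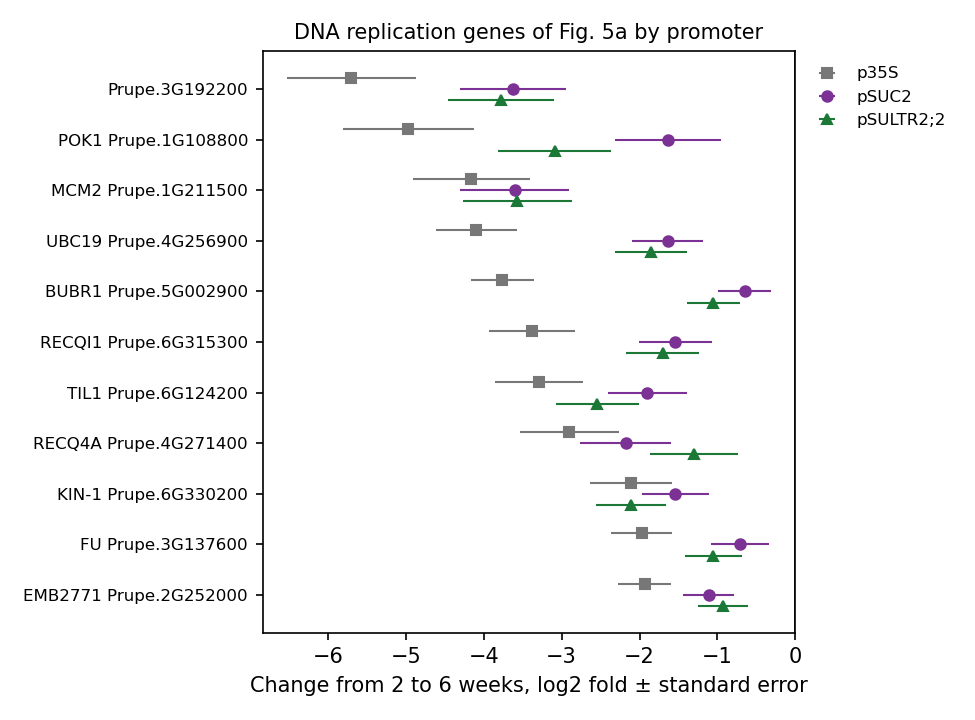
Change in expression from 2 to 6 weeks (log2 scale, horizontal axis) of the 11 genes of Fig. 5a (rows) in p35S (grey squares), pSUC2 (purple circles) and pSULTR2;2 (green triangles). Symbols are estimates from edgeR and bars are standard errors. The median change was -3.38 in p35S, -1.63 in pSUC2 and -1.85 in pSULTR2;2.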

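Over all genes tested, 2541 rose and 3126 fell from 2 to 6 weeks in pSUC2, and 3261 rose and 3671 fell in pSULTR2;2, by edgeR's quasi-likelihood test at a fold change above 2. In p35S 3126 rose and 3988 fell. Past the threshold in both phloem promoters were 2189 rising and 2674 falling genes. The excess of falling over rising genes was found in all 3 promoters, under TMM, upper-quartile and DESeq2 scaling. Of the 129 genes higher than p35S in both phloem promoters at all 3 ages, 24 rose and 22 fell in 1 or both of them.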

The majority of phloem-enriched genes that were altered throughout the course of leaf development were upregulated. Among these genes, the GO term most significantly overrepresented was defense response. Among phloem altered defense genes, 38 genes were identified as involved in SAR. 

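From 2 to 6 weeks, 31 of the 38 genes in Fig. 5b rose past the threshold in 1 or both phloem promoters and 3 fell (edgeR's quasi-likelihood test). With upper-quartile scaling 30 rose and with DESeq2 31, and 3 fell under each. The rise was past the threshold for 29 genes in pSULTR2;2, 18 in pSUC2 and 16 in p35S. With adjustment over all genes tested, the change itself differed from that in p35S past the threshold for 0 of the 38 genes in either promoter by edgeR, with 5 genes in pSUC2 and 9 in pSULTR2;2 at an unadjusted p below 0.05. The study chose the list on these samples, so the 0 in pSUC2 and 7 in pSULTR2;2 below 0.05 when adjusted over the list alone are not independent evidence. DESeq2 called 3 in pSULTR2;2.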

We found 34/38 of SAR genes were upregulated over the course of development with the majority (30/34) showing their highest levels of expression in the phloem at 6 weeks. Genes with the highest expression at 6 weeks included predicted homologs of EDS1, RLP33, and RLK1. 

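EDS1 (Prupe.5G181000, chromosome 5, 15158894 to 15162405) stood at 2.72, 7.61 and 12.6 CPM at 2, 4 and 6 weeks in pSULTR2;2 and at 7.94, 8.20 and 11.5 in pSUC2 (means, n = 3). From 2 to 6 weeks it rose by 2.20 ± 0.51 on the log2 scale in pSULTR2;2 (standard error, adjusted p = 0.0014 by edgeR's quasi-likelihood test) and by 0.54 ± 0.49 in pSUC2 (adjusted p = 0.4), the latter within the spread between replicates. RLP33 (Prupe.4G232400, chromosome 4, 14895735 to 14899267) had 0 reads in each 2-week pSULTR2;2 library and 124, 80 and 626 reads at 6 weeks. In pSUC2 it rose from 0.577 to 10.4 CPM, a change of 4.19 ± 1.10 (adjusted p = 0.0056 by edgeR). RLK1 (Prupe.6G020700, chromosome 6, 1655320 to 1657656) rose by 1.17 ± 0.36 in pSULTR2;2 (adjusted p = 0.01 by edgeR) and 1.06 ± 0.36 in pSUC2 (adjusted p = 0.023). The pSULTR2;2 rise of RLK1 was 0.94 without 2-week replicate 1 (adjusted p = 0.066), and the pSUC2 rise was not past the threshold without 2-week replicates 1 (0.092) or 3 (0.07) or 6-week replicates 1 (0.062) or 2 (0.064).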

An additional four genes had peak expression levels at the 4-week time point and included homologs of pathogenesis related 4 (PR4) and PR5. In contrast, a predicted homolog of WRKY70 was one of only four SAR genes that was downregulated over the course of leaf development in both phloem translatomes. 

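PR4 (Prupe.6G141100, chromosome 6, 11424762 to 11425857) had means of 3.54, 24.3 and 3.79 CPM at 2, 4 and 6 weeks in pSULTR2;2 and 9.69, 14.0 and 2.19 in pSUC2 (n = 3), with SDs at 4 weeks of 21.0 and 6.52. From 2 to 4 weeks it rose by 2.78 ± 0.73 on the log2 scale in pSULTR2;2 (standard error, adjusted p = 0.017 by edgeR's quasi-likelihood test) and by 0.54 in pSUC2 (adjusted p = 0.64). The PR5 matches Prupe.7G050700 (chromosome 7, 8792049 to 8793201) and Prupe.7G050900 (chromosome 7, 8812101 to 8813486) are neighbours whose reads the authors' counting could have split between them. In pSULTR2;2 the first stood at 1.74 CPM at 2 weeks, 30.8 ± 12.0 at 4 weeks and 29.4 ± 17.8 at 6 weeks (SD, n = 3), and the second at 4.45, 37.3 and 31.1. In pSUC2 the first stood at 8.81, 39.8 ± 37.5 and 29.8 ± 38.6 and the second at 8.85, 32.1 ± 29.1 and 45.5 ± 61.7, so the 4-week and 6-week means were within the spread between replicates. 4-week pSUC2 replicate 3, which lay with the 2-week libraries, had 0.232 and 1.39 CPM, and 6-week pSUC2 replicate 3 had 74.3 and 117.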

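The change of WRKY70 (Prupe.6G295100, chromosome 6, 27032355 to 27034523) from 2 to 6 weeks was -1.43 ± 0.81 on the log2 scale in pSULTR2;2 (standard error, adjusted p = 0.16) and -0.97 ± 0.79 in pSUC2 (adjusted p = 0.35, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither change was past the threshold.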

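WRKY70 (Prupe.6G295100) had 16.9 ± 10.7 CPM at 2 weeks, 31.9 ± 18.2 at 4 weeks and 6.29 ± 3.36 at 6 weeks in pSULTR2;2 (mean ± SD, n = 3). In pSUC2 the levels were 22.8 ± 17.4, 27.0 ± 20.3 and 11.6 ± 1.41, and the means in p35S were 4.19, 17.0 and 5.58. Every 4-week pSULTR2;2 library was above every 6-week one, whereas 2-week pSULTR2;2 replicate 1 (4.55) lay among the 6-week libraries. In pSUC2, replicate 3 of 2 weeks (4.05) and of 4 weeks (5.93) lay below every 6-week library.

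**Figure D2:**
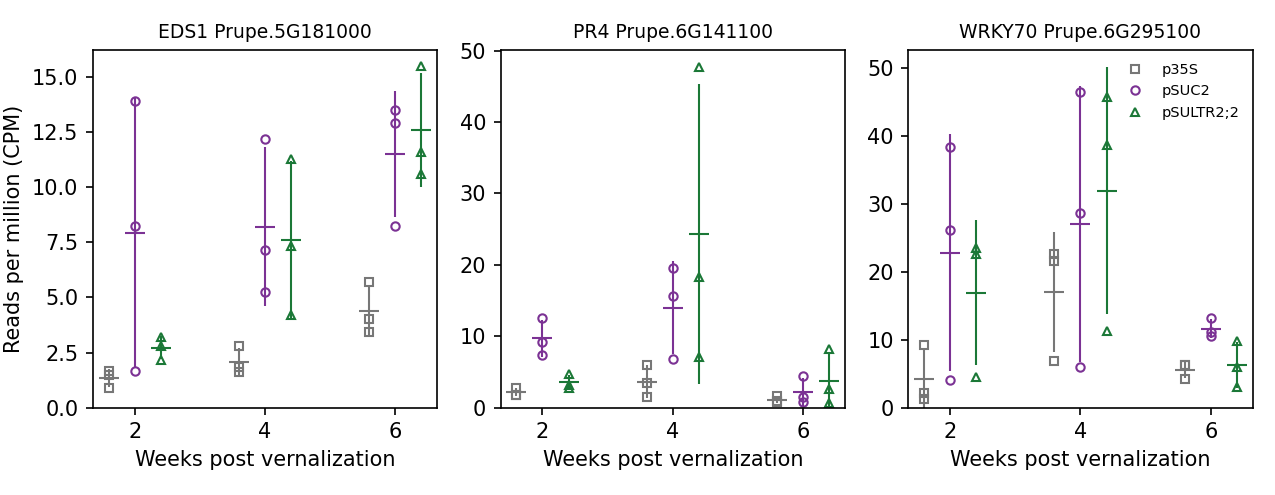
CPM (vertical axis, from 0) of EDS1, PR4 and WRKY70 at 2, 4 and 6 weeks in p35S, pSUC2 and pSULTR2;2. Open symbols are single libraries, dashes are means of 3 libraries and lines are 1 SD to either side, with promoters offset sideways. The mean of WRKY70 in pSULTR2;2 was 31.9 at 4 weeks and 6.29 at 6 weeks.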

WRKY70 showed high expression levels at 2 weeks and 4 weeks with reduced expression at 6 weeks. WRKY70 has been recently shown to directly repress SARD1, a positive regulator of salicylic acid synthesis, in an Arabidopsis protoplast system and has been reported as an important node for salicylic acid and jasmonic acid signaling in plant defense responses^49,50^. Thus, the downregulation of WRKY70 observed in the phloem could contribute to increased salicylic acid synthesis in mature plum leaves. Salicylic acid accumulation in mature leaves has been previously described and associated with age-related resistance to pathogens in Arabidopsis^51–53^. This is also consistent with the observed upregulation of the majority of SAR genes in plum phloem translatomes at 6 weeks, suggesting that the phloem within mature leaves contributes significantly to the activation of defense responses.

Within the phloem the GO category with the greatest percentage of upregulated genes at 93% (27/29) was response to nutrients. This category includes genes involved in the transport of essential elements involved in growth and development, such as homologs of nitrate and phosphate transport genes of NRT1/ PTR FAMILY 7.3, AGL44, and PHO1;H1. 

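Of the 2 best matches to NRT1/PTR FAMILY 7.3, whose reads the authors' counting could have split, Prupe.5G042300 (chromosome 5, 4680411 to 4685290) rose from 2 to 6 weeks by 2.91 ± 0.38 on the log2 scale in pSULTR2;2 (standard error, adjusted p = 9.1e-06) and 2.12 ± 0.37 in pSUC2 (adjusted p = 0.00027, edgeR's quasi-likelihood test). Prupe.2G110400 (chromosome 2, 16884794 to 16890598) rose by 1.60 ± 0.50 in pSULTR2;2 (adjusted p = 0.012 by edgeR), or 1.31 without 2-week pSULTR2;2 replicate 1 (adjusted p = 0.069), and by 0.85 in pSUC2 (adjusted p = 0.18). AGL44 (Prupe.8G073700, chromosome 8, 10736999 to 10752290) rose by 1.85 ± 0.49 in pSULTR2;2 (adjusted p = 0.0038 by edgeR) and 1.34 ± 0.48 in pSUC2 (adjusted p = 0.032). The latter was lost without 2-week pSUC2 replicates 1 (0.13) or 2 (0.051) or 6-week pSUC2 replicates 1 (0.076) or 2 (0.13). PHO1;H1 (Prupe.1G301900, chromosome 1, 29656908 to 29662613) rose by 3.80 ± 0.63 in pSULTR2;2 (adjusted p = 7.5e-05 by edgeR), 3.48 ± 0.62 in pSUC2 (adjusted p = 0.00031) and 3.00 in p35S (adjusted p = 0.00076).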

The upregulation of these genes within the leaf vasculature within mature leaf tissues is consistent with its transition to source tissue with significant nutrient import and export functions. Similarly, 65% (33/51) of genes categorized as involved in reproductive processes were upregulated during leaf development, even though the plum trees were still in a juvenile state and did not flower. This included homologs of Arabidopsis AGL6 and AGL16, which encode MADS box transcription factors involved in flowering and transition to a reproductive phase in Arabidopsis^54,55^. However, the predicted FT gene homolog in plum is not significantly enriched in phloem tissues at any time point. Thus, juvenile trees appear to be primed for flowering but lack the FT trigger needed to initiate the process. Collectively, these findings suggest there is a significant transition in the phloem translatome that occurs upon leaf maturation that closely represents the metabolic and developmental transitions associated with sink to source transition and reproduction status.

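Among the 24 reproductive process genes shown in Fig. 5d, 23 rose past the threshold from 2 to 6 weeks in 1 or both phloem promoters by edgeR's test, 22 under upper-quartile scaling and 23 with DESeq2. The rise was past the threshold for 22 genes in pSULTR2;2, 20 in pSUC2 and 10 in p35S. After adjustment over all genes tested, edgeR found a change that differed from that in p35S for 0 of the 24, with 7 genes in pSUC2 and 9 in pSULTR2;2 at an unadjusted p below 0.05. Adjusted over the list alone there were 0 in pSUC2 and 6 in pSULTR2;2, not independent evidence since the study chose the list on these samples. In pSULTR2;2, upper-quartile scaling gave 1 such gene and DESeq2 gave 4.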

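AGL6 (Prupe.2G287000, chromosome 2, 28291541 to 28294650) had 0 reads in every 2-week and 4-week p35S library and 0, 1 and 0 at 6 weeks. In pSUC2 it had 2, 7 and 2 reads at 2 weeks, 19, 46 and 0 at 4 weeks and 74, 63 and 68 at 6 weeks, and in pSULTR2;2 3, 3 and 2, then 32, 7 and 41, then 1, 14 and 69. The rise from 2 to 6 weeks was past the threshold in pSUC2 (adjusted p = 0.0035) and pSULTR2;2 (adjusted p = 0.0097, edgeR's quasi-likelihood test), and the latter rested on 6-week replicate 3, without which the adjusted p was 0.12. AGL16 (Prupe.1G538800, chromosome 1, 44040611 to 44050971) rose by 2.14 ± 0.32 on the log2 scale in pSULTR2;2 (standard error, adjusted p = 2.9e-05 by edgeR) and 1.46 ± 0.31 in pSUC2 (adjusted p = 0.0011), and by 0.56 in p35S (adjusted p = 0.15).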

The majority of phloem-enriched genes (53%) did not significantly change expression levels across the leaf developmental stages we tested. 

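No change past the threshold from 2 to 6 weeks was found in either phloem promoter for 636 of the 1041 genes (61.1%). An estimate short of the threshold does not show that a gene was level. In counts simulated for 20180 genes, the comparison of 6 with 2 weeks in pSUC2 recovered 149 of 200 genes changed 2.5-fold to 8-fold (74.5%). The 200 did not include genes of few reads.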

Seventy-four of these genes were significantly enriched in both phloem translatomes compared with p35S at all three time points. 

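Of the 129 genes past the threshold against p35S in all 6 comparisons, 83 had no change past it from 2 to 6 weeks in either phloem promoter.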

Included in this list were several kinases including a homolog of CRK10, which has been shown to be phloem mobile in Arabidopsis^14^. There were also genes associated with structural components of the phloem including homologs of Arabidopsis phloem protein 2-A1 and sieve-element occlusion-related 1. 

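The gene with the best match phloem protein 2-A1 in the paper's tables (PP2-A1, Prupe.4G107600, chromosome 4, 5617578 to 5619020) was past the threshold against p35S in 1 of 6 comparisons, 4-week pSULTR2;2 (log2 fold change 1.58 ± 0.54, standard error, adjusted p = 0.037 by edgeR's quasi-likelihood test). That call was lost without p35S replicates 1 (adjusted p = 0.12), 2 (0.1) or 3 (0.057) or pSULTR2;2 replicate 3 (0.43) of that age. At 6 weeks its log2 fold change was 1.31 ± 0.52 in pSUC2 (adjusted p = 0.097 by edgeR) and 1.52 ± 0.52 in pSULTR2;2 (0.063), and both passed 0.05 without 4-week pSULTR2;2 replicate 3 (0.048 and 0.027) or 4-week pSUC2 replicate 3 (0.039 and 0.02). As a mean over the 3 ages, PP2-A1 was past the threshold against p35S in both phloem promoters. That log2 fold change was 1.06 ± 0.31 in pSUC2 (adjusted p = 0.014 by edgeR) and 1.3 ± 0.31 in pSULTR2;2 (adjusted p = 0.0024). From 2 to 6 weeks the gene rose by 3.13 ± 0.55 in pSUC2 (adjusted p = 0.00028 by edgeR) and 3.47 ± 0.56 in pSULTR2;2 (adjusted p = 5.9e-05).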

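Sieve-element occlusion-related 1 (SEOR1, Prupe.1G029000, chromosome 1, 2054223 to 2057080) had 0, 0 and 1 reads in the 2-week p35S libraries, 108, 90 and 9 in pSUC2 and 13, 94 and 153 in pSULTR2;2, and both differences were past the threshold (adjusted p = 0.0092 and 0.0062 by edgeR's quasi-likelihood test). The first was not past it without 2-week p35S replicate 1 (adjusted p = 0.065). At 4 weeks neither promoter was past it (adjusted p = 0.95 and 0.17 by edgeR). At 6 weeks the gene had 18, 25 and 32 reads in p35S, 12, 8 and 0 in pSUC2 and 1, 3 and 2 in pSULTR2;2, so that it was lower in pSULTR2;2 (adjusted p = 0.028 by edgeR), which was lost without p35S replicates 2 (0.058) or 3 (0.078) or any pSULTR2;2 replicate (0.094, 0.062 and 0.093).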

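A sugar transport protein gene (Prupe.1G070900) on chromosome 1 of the peach genome, from 5020692 to 5023003 on the plus strand, had 30.7 ± 7.53, 21.5 ± 6.01 and 37.5 ± 15.6 CPM in pSUC2 at 2, 4 and 6 weeks (mean ± SD, n = 3) and 33.7 ± 5.91, 45.7 ± 18.1 and 42.2 ± 7.42 in pSULTR2;2. In p35S it had 0, 1 and 9 reads at 2 weeks, 1, 0 and 1 at 4 weeks and 1, 0 and 0 at 6 weeks. All 6 comparisons with p35S were past the threshold, with adjusted p between 1.1e-07 (6-week pSULTR2;2) and 3.1e-06 (4-week pSUC2) by edgeR's quasi-likelihood test. From 2 to 6 weeks it changed by 0.29 ± 0.40 on the log2 scale in pSUC2 (standard error, adjusted p = 0.6 by edgeR) and 0.32 ± 0.40 in pSULTR2;2 (adjusted p = 0.53). The p35S trees were of another cultivar than the phloem lines, and this gene was near 0 reads in p35S.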

As expected, we found genes involved in the biosynthesis and transport of sugars were highly expressed in phloem tissues at all time points. Additionally, a predicted homolog of PHOSPHATE 2 was also identified in this gene set. In Arabidopsis, PHO2 is involved in the regulation of phosphate transport and has been shown to be expressed in the vasculature^56,57^. Thus, genes in this group that are similarly expressed and phloem enriched at all time points may represent genes involved in general phloem housekeeping functions or transport of nutrients needed throughout development.

In this study, TRAP was successfully used to capture phloem-specific mRNAs at three different developmental stages in plum leaves. The creation of transgenic translatome plant lines in plum and the adaptation of the TRAP method for use in fruit trees provides a powerful set of tools that can be used to identify changes to mRNAs in specific tissue types or at certain temporal stages. In *A. thaliana*, TRAP has been used to compare translatomes during developmental stages^58^ and in response to many abiotic and biotic stresses including low oxygen^35,59^, cold stress^60^, and pathogens^15,61,62^. Results from this study have identified specific expressed genes and processes that uniquely represent phloem responses during leaf development. These findings provide novel candidate genes and pathways that can be used in future studies aimed at improving fruit tree production.

## Materials and methods

### Plant material, transformations, and growth conditions

For the creation of transgenic plant lines, p35S::HF-RPL18, pSUC2::HF-RPL18, and pSULTR2;2::HF-RPL18 translatome constructs were kindly provided by Dr. J. Bailey-Serres, University of California, Riverside, CA, USA^35^. GUS expression constructs were created as described previously^15^. Briefly, upstream promoter sequences covering 2-kb upstream of the *A. thaliana* pSUC2 and pSULTR2;2 open reading frames were cloned into pBI101.1 (Clontech, Mountain View, CA, USA) in front of the GUS reporter open reading frame via primer-generated *Sal*1 and *Bam*H1 restriction sites to create pSUC2::GUS and pSULTR2;2:GUS. Promoter::HF-RPL18 and promoter::GUS vectors were transformed into the Agrobacterium tumefaciens strain GV3101 and used for Agrobacterium-mediated transformation of plum (*Prunus domestica* L.) hypocotyl slices as previously described^63^. Hypocotyls were dissected from seeds of the open-pollinated cultivars “President” and “Stanley”. A minimum of seven independent transgenic lines for each construct were obtained and selected for using Kanamycin, propagated via tissue culture, rooted, and transplanted to soil. Transgene insertions were confirmed by quantitative RT-PCR (qRT-PCR) using primers 5ʹ-ATTTACAATTACCATGGGACATCAC-3ʹ and 5ʹ-CACCACCTCCCTTATCATCATC-3ʹ specific for the His_6_-FLAG-RPL18 transcript. All plum trees were maintained in a growth chamber at 25 °C, 75% humidity, with a 12-h photoperiod. After 12 weeks, plum leaves were stripped and plants were kept at 8 °C for a 60-day vernalization period before being moved back to the growth chamber.

### GUS staining

Leaf and stem tissues were hand dissected (1–2 mm thick) with a razor blade then placed into 2 ml conical tubes filled with cold acetone on ice and incubated. The acetone from each sample was removed and the samples equilibrated with staining buffer^64^. Equilibrated samples were then developed in reaction buffer containing 2 mM of 5-bromo-4-chloro-3-indolyl-beta-d-glucuronic acid, overnight at 37 °C. Developed samples were rinsed in progressive concentrations of ethanol (30 min each at 20, 50, and 70%). Final treatments in 95% ethanol heated to 65 °C at 5- to 10-min increments was performed until the chlorophyll was fully removed. The samples were then observed and photographed in ethanol under a Zeiss Axiozoom microscope (Thornwood, NY, USA) fitted with a color camera.

### Translating ribosomes affinity purification

Isolation of polysomes from non-transgenic or promoter::HF-RPL18 lines was done as previously described^26,35,58^. Briefly, frozen leaf tissue was homogenized in PEB (200 mM Tris-HCl, pH 9.0, 200 mM KCl, 25 mM ethylene glycol tetraacetic acid (EGTA) pH 8.0, 35 mM MgCl_2_, 1% (v/v) octylphenyl-polyethylene glycol (Igepal CA-630), 1% (v/v) polyoxyethylene 10 tridecyl ether, 1% (v/v) sodium deoxycholate, 5 mM dithiothereitol (DTT), 1 mM PMSF, 50 μg/mL cycloheximide, 50 μg/mL chloramphenicol, 0.5 mg/mL heparin) using 10 mL PEB per 5 g of tissue. The supernatant was loaded onto an 8 mL 1.6 M sucrose cushion. Samples were centrifuged at 170,000 *g* for 18 h at 4 °C to pellet the polysomes, which were then resuspended in 1 mL of PEB. For non-transgenic controls, RNA was isolated from the resuspended pellet using the Qiagen RNeasy kit (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions.

Immunopurification of polysomes from promoter::HF-RPL18 plants was done as described^26,35^ with minor modifications. Specifically, anti-FLAG magnetic beads, 50 μL (Sigma Chemical Company, St. Louis, MO, USA) were added to the resuspended pellet and incubated at 4 °C overnight with gentle rocking. The beads were recovered using a magnet and washed four times for 5 min with 1 mL of wash buffer (200 mM Tris-HCl, pH 9.0, 200 mM KCl, 25 mM EGTA, 35 mM MgCl_2_, 5 mM DTT, 50 μg/mL cycloheximide, 50 μg/mL chloramphenicol). The complexes were eluted by treatment of the magnetic beads with 100 μL of Elution Buffer (100 μL wash buffer, 10 μL of 5 mg/mL FLAG3 peptide—Sigma Chemical Company, St. Louis, MO USA, 0.5 μL of 2 U/mL RNAse OUT—Thermo Fisher Scientific Cleveland, OH, USA). RLT buffer plus 2-mercaptoethanol from the Qiagen RNeasy kit (Qiagen, Valencia, CA, USA) was added to the eluted complexes. A 0.5 × volume of 100% ethanol was then added and the sample transferred to Qiagen RNeasy columns. Washes and RNA elutions were performed according to the manufacturer’s instructions. Isolated RNA was measured on a NanoDrop 2000 and with the Qubit RNA Assay Kit (Thermo Fisher Scientific, Cleveland, OH, USA). Quality of the RNA was confirmed using a RNA ScreenTape assay (Agilent Technologies, Palo Alto, CA, USA).

### RNA sequencing and analysis

Library preparation and paired-end sequencing on the Illumina HiSeq system was done by Genewiz (South Plainfield, NJ, USA). Reads that passed Illumina’s quality control filters were further processed. Reads were mapped to the Prunus persica v2.0 genome^39^. The International Peach Genome Initiative 2013, https://www.rosaceae.org/species/prunus_persica/genome_v2.0.a1 using the CLC Genomics Workbench v10.0.1 RNA-seq analysis tool and default parameters (Mismatch cost 2, Insertion cost 3, Deletion Cost 3, Length fraction 0.8, Similarity fraction 0.8, Max hits for a read 10—CLC Bio, Aarhus, Denmark) (Table S1). Total reads aligned to genes were used in all subsequent analyses. DEGs were identified using the CLC Genomics Workbench Differential Expression for RNA-Seq tool with a cutoff value of > 2-fold and FDR *p*-value < 0.05. DEGs are listed in Supporting Information in Tables S2-S6 and the dataset is available under GEO accession number GSE111738. GO enrichment analysis of DEGs was performed using the Arabidopsis best BLAST match and agriGO, an agriculturally focused web based GO analysis program^65^. The singular enrichment analysis tool was used to identify GO terms that were significantly enriched (FDR *p*-value < 0.05) using the TAIR10 genome as the background (Table S7). All heatmaps were generated in R using the heatmap.2 function in the gplots CRAN library (http://cran.r-project.org/web/packages/gplots/index.html). For GO enrichment heatmaps, the FDR *p*-value was used. For gene expression heatmaps, Log2 (FPKM) values exported from the CLC Genomics Workbench were used with z-scaling by row.

### qRT-PCR validation of selected transcripts

RNA for qRT-PCR validation was isolated from immunopurified ribosomes of promoter::HF-RPL18 plants as previously described for three additional biological replicates collected from a different set of trees at the 2-week post vernalization time point. For these studies, 50 ng of isolated RNA was pretreated with RQ1 DNase (Promega, Madison, WI, USA), followed by reverse transcription using SuperScript III First-Strand Synthesis System and random hexamer primers (Invitrogen by Life Technologies, Carlsbad, CA, USA). SYBR green real-time qRT-PCR was performed in an ABI Prism 7100 (Applied Biosystems, Foster City, CA, USA). The 18S rRNA was chosen as an internal control for normalization. Primer sequences used for the amplification of all selected genes are provided in Table S8.

## Electronic supplementary material

Supplemental Material 1

Dataset 1

## Data Availability

The dataset is available under GEO accession number GSE111738.

# Supplementary material for: Identification of phloem-associated translatome alterations during leaf development in Prunus domestica L
**Source:** Hortic Res. 2019 Feb 1;6:16. doi: 10.1038/s41438-018-0092-4
**Supplement:** Supplementary file 1 — Supplemental Material 1

# **Supplementary Information**

# Article title: Identification of phloem associated translatome alterations during leaf development in Prunus domestica L.

Authors: Tamara D. Collum, Elizabeth Lutton, C. Douglas Raines, Christopher Dardick and James N. Culver

The following supplementary information is available for this article:

Fig. S1 RPL18 protein alignment.

Fig. S2 Principal component analysis of the plum translatome dataset.

Fig. S3 Non-transgenic control principal component analysis

Fig. S4 HF-RPL18 expression.

Fig. S5 Phloem enriched GO biological processes

Fig. S6 Validation of RNAseq data.

**
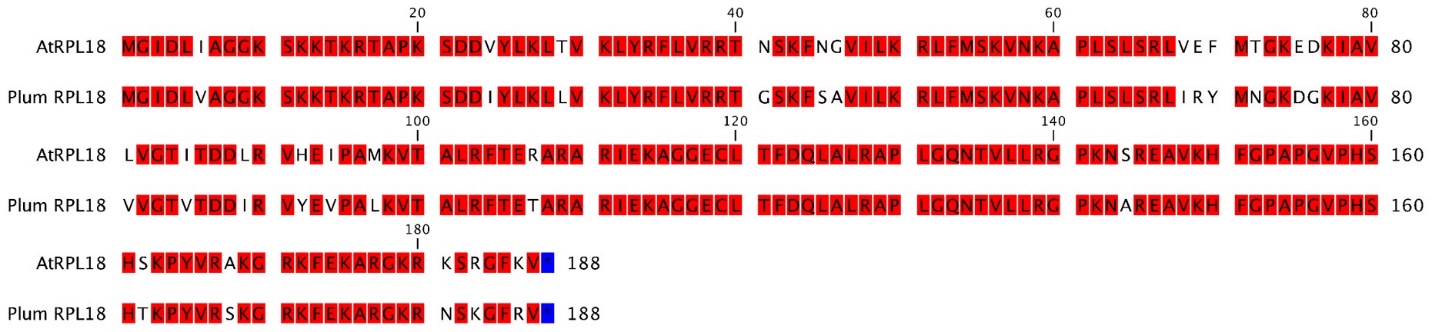
**

**Fig. S1** RPL18 protein alignment. *A. thaliana* RPL18 shares 87% amino acid identity and 95% similarity with plum RPL18. Conserved amino acid residues are highlighted in red.

**
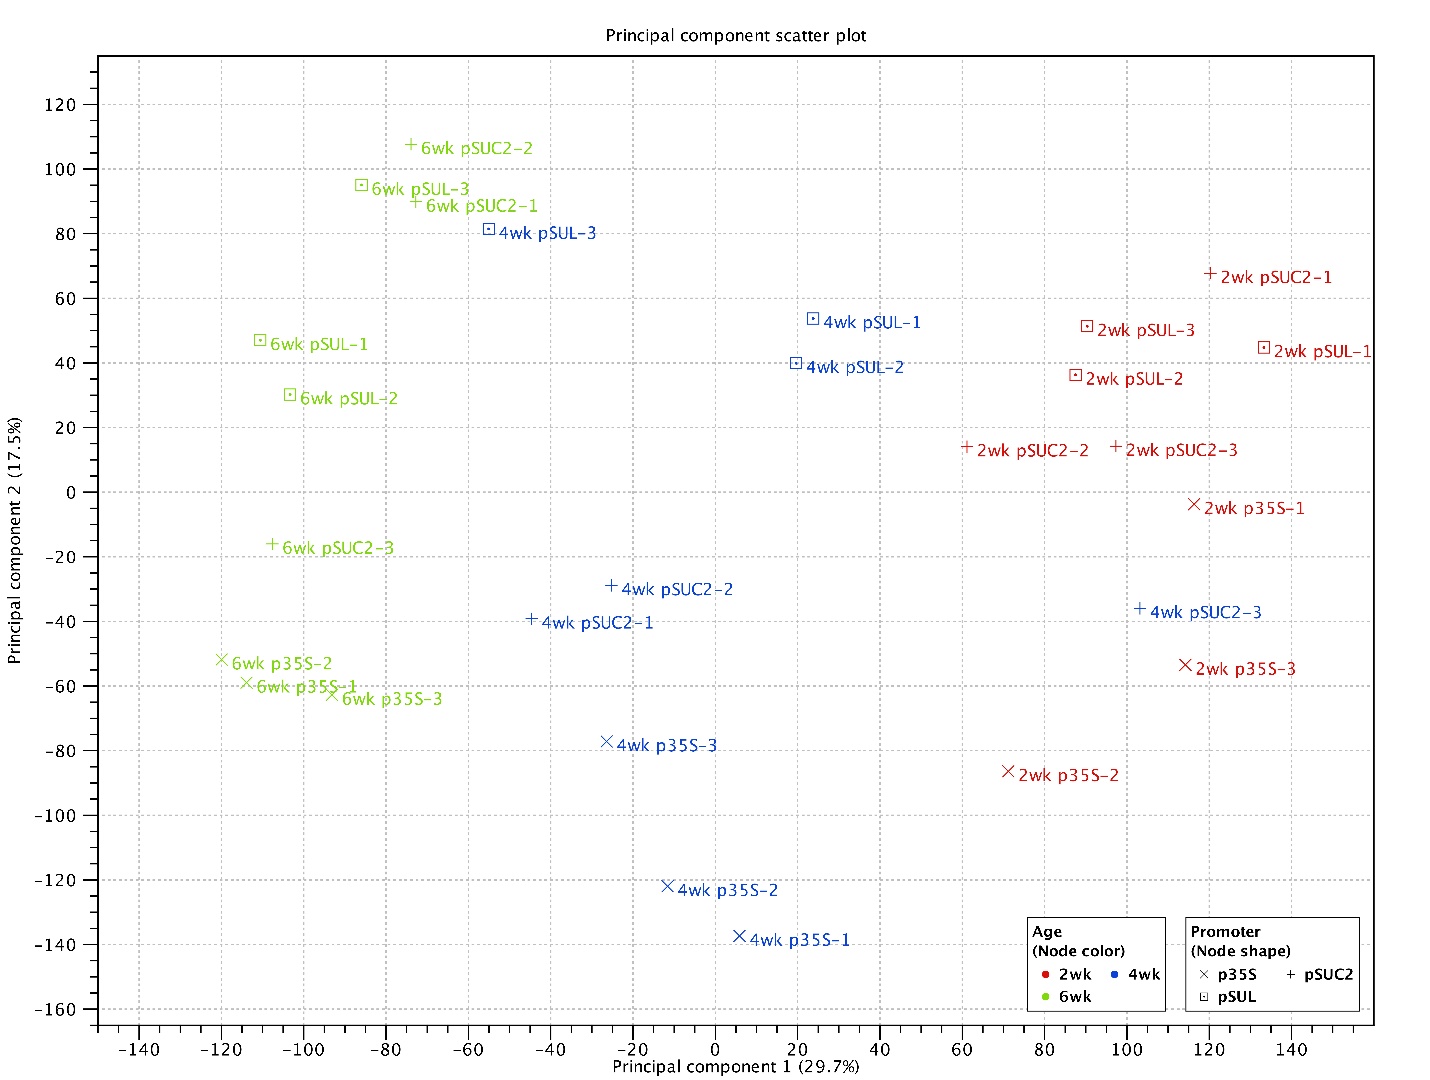
**

**Fig. S2** Principal component analysis of the plum translatome dataset. A plot of the RNA-seq data projected onto the first two principal components. Each spot represents a sample and color corresponds to leaf age (two weeks red, four weeks blue, six weeks green). Samples separated primarily on principal component 1 (29.7%) according to age and to a more limited extent on principal component 2 (17.5%) by construct.

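For Fig. S2 each library is reduced to its position along the directions in which expression varied most, so that libraries with alike profiles lie close together. The share of variance a component holds depends on which genes enter and how they are scaled. Without a filter on low counts the first component held 29.8% and the second 17.5%, whereas with genes left unscaled they held 49.4% and 16.2%. With each library left out in turn, the shares lay between 33.6% and 35.6% for the first component and between 18.4% and 20.6% for the second.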

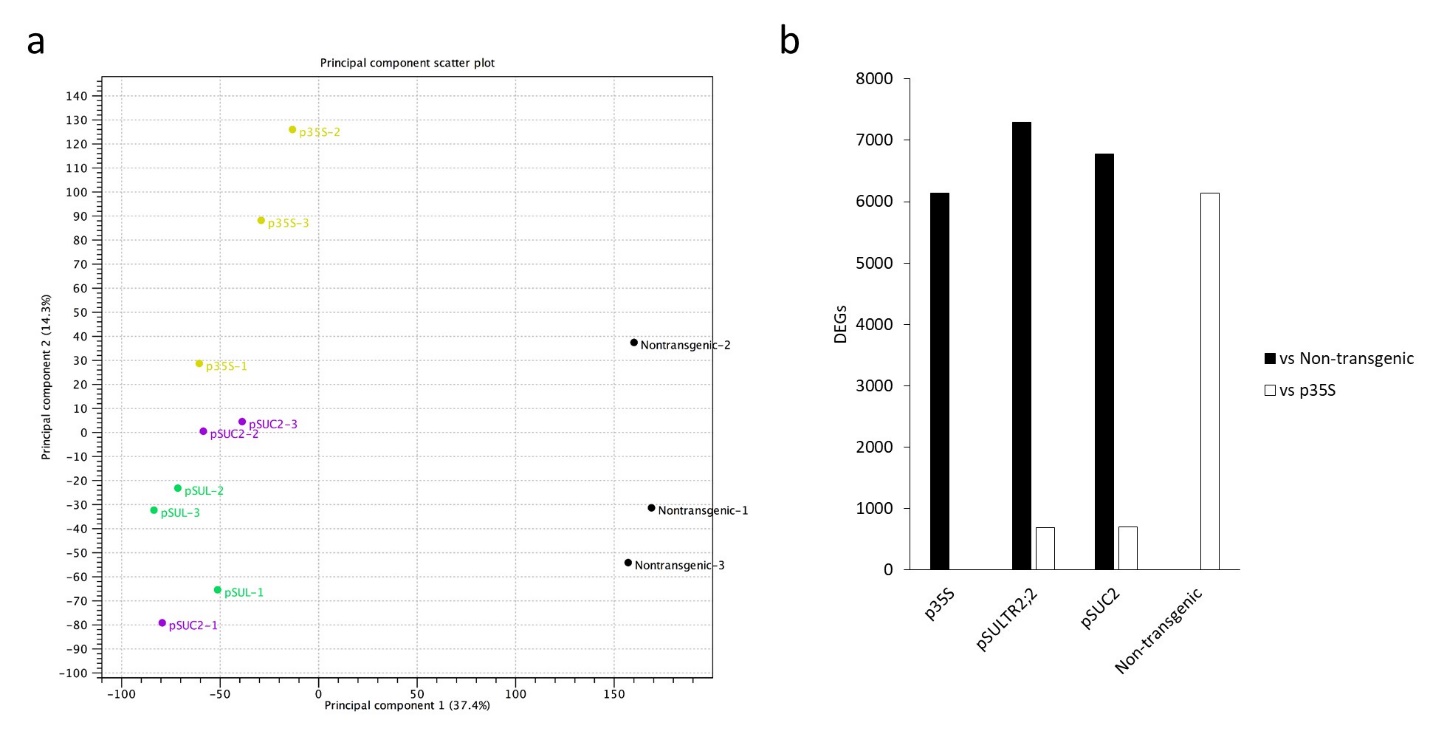

**Fig. S3** Non-transgenic control principal component analysis. (a) A plot of the RNA-seq data from the 2 week collection time point projected onto the first two principal components. Each spot represents a sample and color corresponds to promoter construct (p35S yellow, pSULTR2;2 green, pSUC2 purple, non-transgenic controls black). Non-transgenic samples separated primarily on principal component 1 (37.4%) while p35S samples separated to a more limited extent on principal component 2 (14.3%) from the two phloem promoter samples pSULTR2;2 and pSUC2. (b) Number of differentially expressed genes (DEGs) with a fold change >2 and FDR p-value < 0.05 during pairwise comparisons to non-transgenic controls (black bars) or p35S (white bars).

**
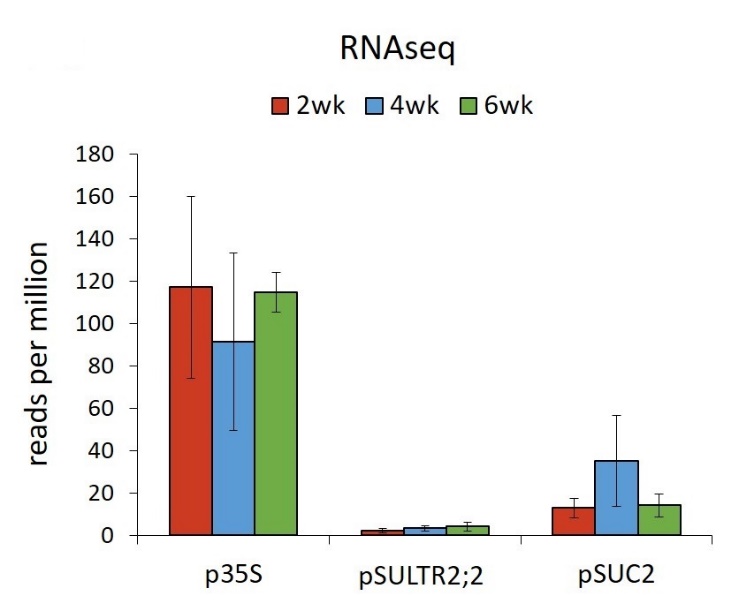
**

**Fig. S4** HF-RPL18 expression. Relative expression of HF-RPL18 transcripts measured by RNAseq. HF-RPL18 transcript levels were relatively consistent across biological replicates and time points. p35S samples had the greatest expression of HF-RPL18, followed by pSUC2 and then pSULTR2;2.

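The order of the promoters can be read library by library at each age, from the tag RPM. At 2 and 6 weeks every p35S library was above every pSUC2 library, which did not hold at 4 weeks. Every pSUC2 library was above every pSULTR2;2 library at 4 weeks and not at 2 or 6 weeks, and every p35S library was above every pSULTR2;2 library at all 3 ages. With 3 libraries against 3, a complete separation in a given direction arises by chance in 5% of groupings.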

**
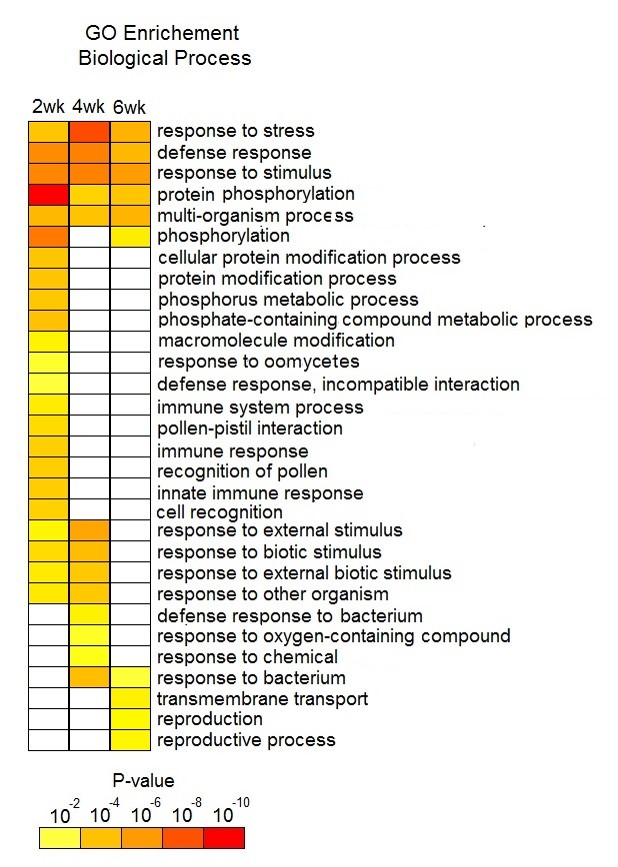
**

**Fig. S5** Phloem enriched GO biological processes. Heatmap showing significantly enriched (FDR p-value < 0.05) GO biological processes among shared genes enriched >2-fold in pSUC2 and pSULTR2;2 phloem translatomes compared to the p35S translatome at two, four, and six weeks post vernalization. Darker shading indicates higher statistical significance of GO term enrichment and white indicates no statistical significance.

**
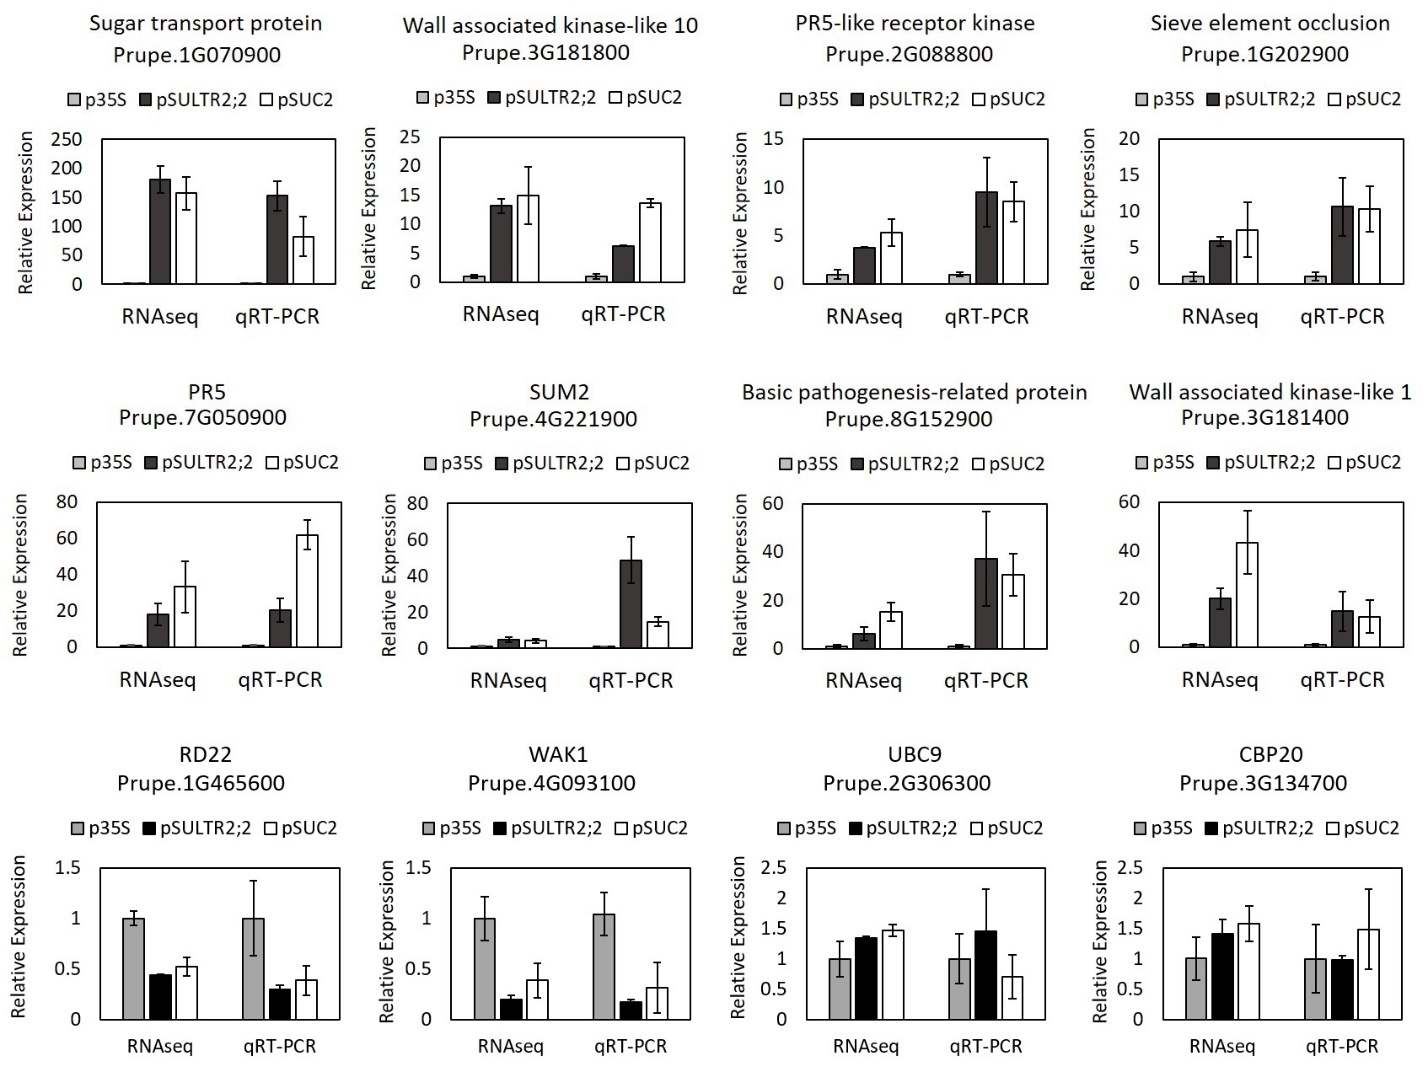
**

**Fig. S6** Validation of RNAseq data. Relative expression of selected transcripts at two weeks post vernalization. RNAseq data are mean and standard error of reads per kilobase per million mapped reads (RPKM) of three biological replicates. qRT–PCR data are mean and standard error of three additional translatome biological replicates collected from a different set of trees at the two-week post vernalization time point.

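RPKM divides the reads on a gene by its length in kilobases and by the mapped reads of the library, which include reads between genes (68.75% in 2-week p35S replicate 2). In the deposited 2-week RPKM values the sugar transport protein gene (Prupe.1G070900) stood at 0.0907 ± 0.08 in p35S, 14.1 ± 2.56 in pSUC2 and 16.3 ± 2.11 in pSULTR2;2 (mean ± standard error, n = 3). Wall associated kinase-like 10 (Prupe.3G181800) stood at 0.323 ± 0.0883, 4.76 ± 1.58 and 4.21 ± 0.394, and RD22 (Prupe.1G465600) at 47.7 ± 3.43, 24.9 ± 4.29 and 21.1 ± 0.293 in the same order. UBC9 (Prupe.2G306300) stood at 9.11 ± 2.65, 13.4 ± 0.912 and 12.2 ± 0.241. The qRT-PCR replicates were not analysed here.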

How the deposited data were processed for this re-analysis (not part of the article)

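Leaf RNA bound to tagged ribosomes was sequenced from plum trees carrying HF-RPL18 under p35S, pSUC2 or pSULTR2;2, at 2, 4 and 6 weeks after vernalization, with 3 biological replicates per promoter and age (27 libraries). The authors trimmed the paired-end reads, mapped them to the Prunus persica genome with CLC Genomics Workbench and deposited 1 file per library, without pooling replicates. Each file gives counts of reads per gene, which the authors did not normalize, for 26873 gene models. The counts come in 4 kinds, on the gene or its exons and with all reads or those of a unique position. RPKM values in the deposited files were used for the 2-week levels of the genes in Fig. S6. The deposited TPM values were not used in a test. The paper's methods name the mapping costs, the length and similarity fractions and a limit of 10 positions for a read. Strand use and whether a read pair counts once are not given in the sources used here, so antisense neighbours and near-identical copies could share reads.

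Conditions and replicates were taken from the sample labels and Table S1. The labels give 'President' for p35S and 'Stanley' for pSUC2 and pSULTR2;2, and no comparison with p35S can part promoter from cultivar. Table S1 supplied raw reads, mapping rates, exon shares and tag reads. Gene reads per library, which set the precision of each value, ranged from 6133735 to 19080673. The non-transgenic libraries and the qRT-PCR replicates of the paper were not analysed here, nor were its gene ontology tests.

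Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Total gene reads were scaled by TMM, genes were kept by edgeR's filter on low counts (20180 genes), and a quasi-likelihood model with robust estimation was fitted to all 27 libraries with a mean for each of 9 groups. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison. A gene was past the threshold at a fold change above 2 and an adjusted p below 0.05. The comparisons were each phloem promoter with p35S at each age and on average, 6 with 2 weeks and 4 with 2 weeks within each promoter, the difference of these changes from that in p35S, and pSUC2 with pSULTR2;2 at each age. CPM values in the text are scaled by TMM. Principal components were taken of log2 CPM with a prior count of 2. Tag RPM, the tag reads of Table S1 scaled by raw reads, was compared between ages by exact permutation tests. The chance share of complete separation for 3 libraries against 3 is 10% over both directions.

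The tests were checked on counts simulated from the real dispersions and library sizes of 20180 genes, with 200 genes changed 2.5-fold to 8-fold. Apart from these changes, each gene had 1 mean over all 27 libraries. Genes of few reads were never among those changed, so recovery among such genes is not known. For pSULTR2;2 against p35S at 4 weeks 162 were recovered (81%) with 8 false calls, for the average of pSUC2 against p35S 188 (94%) with 1, for pSULTR2;2 minus p35S in the change from 2 to 6 weeks 113 (56.5%) with 4, and for pSUC2 against pSULTR2;2 at 4 weeks 145 (72.5%) with 4. No simulated gene was called in the wrong direction. The overlap of the phloem promoters was set beside 10 simulations with no effect and 10 with independent effects, which share the p35S libraries as the real comparisons do.

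Alternatives were DESeq2 1.42.0, upper-quartile scaling, no filter on low counts, a mean of 50 or more reads, fits of only the compared libraries, the replicate number as a block, the share of reads in exons as a covariate, unique reads, exon reads, an adjusted p below 0.01, a test against a 1.5-fold change, counts thinned to the smallest library, 4 weeks in place of 6 weeks, 1 test over the 3 ages, an adjusted p needed in 1 of the 2 phloem promoters, and each library left out in turn. Principal components were also taken without scaling genes, of the 500 most variable genes, without a filter and with a prior count of 0.5. The comparisons between groups, the alternatives and the rule for named genes were fixed before the data were examined, and the tests of technical explanations were chosen after the results had been seen.

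Genes are named in the text if the paper's text names them, if Fig. 5a or Fig. S6 shows them, if Table S3 or Table S4 marks their Arabidopsis match as present, or if they lead a comparison. The leading genes were the 5 largest and 5 most negative mean fold changes among genes past the threshold in all 6 comparisons with p35S and separated in every library, the 3 largest and 3 most negative changes from 2 to 6 weeks, the 3 smallest adjusted p for a difference in change from p35S, and the smallest adjusted p between the phloem promoters at each age. Other genes of Fig. 5 were only tallied, with their names read from the figure. The paper's values for the genes in its text, figures and tables had been seen before the rule was written. Of Table S2, 1994 of 2733 rows were held, and of Table S5, 50 of 1100, so neither was used for a test of overlap. Plum gene names are Arabidopsis best matches from the paper's tables and figures.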

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

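In this part the counts of other splits of the libraries and the alternative fits were planned in advance. The use of these fits as tests of technical explanations, and the other such tests, were chosen after the results had been seen. Library values were screened by Dixon's test at both ends of 9 libraries per promoter, which passes its limit by chance in about 1 in 20 groups, and 2 values passed it.

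The tag made up 77.7 RPM in 4-week pSUC2 replicate 1, where the next highest pSUC2 library had 25.0 (Dixon ratio 0.714). The 4328 tag reads behind it give a 95% counting interval of 75.42 to 80.07, which argues against counting error. Of the 4-week p35S libraries, 2 had a lower tag level than this library, and only replicate 3 had a higher one. Material like that of p35S replicate 3 would have to make up 39.78% of the library to give this tag level. Genes lower in pSULTR2;2 than p35S at all 3 ages (140) would then stand at a median of 57.89% of their 4-week p35S level, and they stood at 26.28%, against 21.8% and 19.3% in the other 4-week pSUC2 libraries, which argues against it. A higher level of the transgene in that tree stays open and was not tested.

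In 4-week pSUC2 replicate 3, 43.2% of reads mapped, where the nearest pSUC2 library had 71.5% (Dixon ratio 0.728). This library also lies with the 2-week libraries. On a scale where the 2-week mean is 0 and the 4-week mean is 1, it stood at 0.1 by the 524 genes that rise from 2 to 4 weeks in p35S and pSULTR2;2, and at 0.03 by the 697 that fall. The 2-week libraries lay between -0.21 and 0.45 and between -0.18 and 0.26, and the other 8 4-week libraries at 0.81 or above and 0.84 or above. The other 4-week pSUC2 libraries stayed at 1.1 or above when thinned to its depth, which argues against low depth. Reads of another organism could lower the mapping rate but would not set plum genes at the 2-week level, as the 0.1 shows. A swap with a 2-week library would leave one of those at the 4-week position, and 0 were there. Material of the 2-week stage or a single wrong label is consistent with the position of 0.03, a hypothesis found and tested on the same libraries. Slower development of that tree stays open and was not tested. A cause of the low mapping rate was not tested.

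The change from 2 to 6 weeks differed from that in p35S for 19 genes in pSUC2 (13 higher and 6 lower) and 68 in pSULTR2;2 (42 and 26), with 1400 and 1933 at an unadjusted p below 0.05. With the share of reads in exons in the model 27 and 73 were called, among them all 19 of the pSUC2 genes and 56 of the pSULTR2;2 genes, which argues against reads outside exons as the whole cause. Other splits of the same 12 libraries gave as many in 11 of 50 and 7 of 50 draws, the real split included. A split that exchanges more labels at 1 age than at the other carries the difference between promoters into the difference of changes, and such splits reached 3461 and 3478 genes. Of 17 splits per promoter that exchange as many labels at both ages, 0 gave as many genes, and with the real one these are too few for a share under 0.05, so chance is left undecided. The pSUC2 count was 10, 6, 11, 9, 10 and 12 without p35S 2-week replicates 1 and 3, 4-week replicate 2 and 6-week replicates 1, 2 and 3. It was 8, 10, 41, 7, 10 and 30 without pSUC2 2-week replicates 1 and 2, 4-week replicate 3 and 6-week replicates 1, 2 and 3, and 11 without 2-week pSULTR2;2 replicate 2 or 3. The pSULTR2;2 count was 41, 32, 38, 38, 28, 30 and 27 without p35S 2-week replicates 1 and 3, 4-week replicates 1 and 2 and 6-week replicates 1, 2 and 3. It was 30, 25, 31, 34 and 126 without pSULTR2;2 2-week replicates 2 and 3 and 6-week replicates 1, 2 and 3, and 122 and 44 without pSUC2 4-week replicate 3 and 6-week replicate 1. A difference between phloem and whole leaf, or between the cultivars, stays open and was not tested apart.

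Lower than p35S in both phloem promoters at all 3 ages were 66 genes, which the paper does not report. Normalization alone is argued against, since 63 of the 66 were called again in all 6 comparisons with upper-quartile scaling. Another cultivar behind p35S cannot be told apart from the tissue, because promoter and cultivar vary together. Among the 66, 5 genes had 3 or fewer reads in every phloem library and 10 or more in every p35S library, as a gene that one cultivar lacks might show. Prupe.1G208900 (chromosome 1, 22299044 to 22300262) had 0 reads in all phloem libraries and 12 to 144 in p35S. Prupe.1G192600 (chromosome 1, 18018195 to 18024853) had 19 to 252 reads in p35S and, in the phloem libraries, 1 read in 4-week pSULTR2;2 replicate 1 and 0 elsewhere. Genes of the leaf outside the phloem are the other open explanation.

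The phloem lines share a cultivar by label, but promoter and transgenic line vary together. The paper raised its lines from seeds of open-pollinated cultivars, so lines of the same cultivar can differ in genotype. The replicates are clonal trees, so their spread does not measure differences between lines. For pSUC2 against pSULTR2;2, 57 genes differed at 2 weeks (52 higher in pSUC2 and 5 lower) and 166 at 4 weeks (90 and 76), a comparison the paper does not make. Of 10 splits of the 6 libraries, 2 gave as many at each of 2, 4 and 6 weeks, the real one included (61 and 1175 genes in the other at 2 and 4 weeks), so chance cannot be excluded, and 10 splits could not have excluded it. The 2-week count was 126 and 111 without pSUC2 2-week replicate 3 and 4-week replicate 3, and 6, 4, 10 and 88 without pSULTR2;2 2-week replicates 1, 2 and 3 and 6-week replicate 3. The 4-week count was 99, 110 and 107 without p35S 4-week replicate 2 and 6-week replicates 1 and 2, 352, 478 and 1046 without pSUC2 4-week replicates 1 and 2 and 6-week replicate 3, and 91, 102, 4, 40, 71 and 406 without pSULTR2;2 2-week replicates 2 and 3, 4-week replicates 1, 2 and 3 and 6-week replicate 3. The smallest adjusted p at 2 weeks by edgeR's quasi-likelihood test was that of Prupe.8G046600 (chromosome 8, 4921838 to 4925269), with 289, 142 and 95 reads in pSUC2 and 1, 2 and 3 in pSULTR2;2 (adjusted p = 0.00093). At 4 weeks it was that of Prupe.7G168200 (chromosome 7, 17124971 to 17125908), higher in pSUC2 by 1.72 ± 0.24 on the log2 scale (standard error, adjusted p = 0.0039). A difference between companion cells and bundle sheath, or between the genotypes of the lines, stays open and was not tested.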

How the results depend on the processing

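The alternatives in this part were all set before the data were examined. Of 36 counts of genes, those within 1.5 times of the reported value are called unmoved. All 36 stayed unmoved without a filter on low counts, and so did the 8 to which 1 test over the 3 ages applied. Where a count moved, the cause was not tested, unless the alternative itself means fewer genes, fewer reads, fewer libraries or a stricter threshold.

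With DESeq2, 8 of 36 counts moved by more than 1.5 times. pSUC2 had 319 lower at 2 weeks, 902 higher and 581 lower at 4 weeks against p35S. Changes differing from p35S numbered 83 in pSUC2 and 257 in pSULTR2;2. Between pSUC2 and pSULTR2;2 the calls were 168 at 2 weeks, 1179 at 4 weeks and 59 at 6 weeks. With upper-quartile scaling, 1 of 36 counts moved by more than 1.5 times. Between pSUC2 and pSULTR2;2 the calls were 0 at 6 weeks. The 129 genes higher at all 3 ages were all among the 133 found with upper-quartile scaling, and 127 of them among the 165 of DESeq2. Under DESeq2 the 19 genes whose change differed in pSUC2 (13 higher and 6 lower) became 44 and 39, the changes from 2 to 4 weeks (0 and 1 in pSUC2, 0 and 0 in pSULTR2;2) became 8 and 3, and 27 and 7, and the 6-week split between phloem promoters (2 and 0) became 42 and 17. Upper-quartile scaling moved the median change of all genes from 2 to 6 weeks to -0.238 in p35S, -0.112 in pSULTR2;2 and -0.128 in pSUC2, against -0.101, -0.022 and -0.028 with TMM. Genes that fell from 2 to 6 weeks outnumbered those that rose in each promoter under all 3 scalings. The 0 genes between phloem promoters at 6 weeks, here and below, stand beside 2 by edgeR with TMM, 1124 genes at an unadjusted p below 0.05 there and 59 by DESeq2.

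With a mean of 50 or more reads, which tests fewer genes, 15 of 36 counts moved by more than 1.5 times. pSUC2 had 342 higher and 96 lower at 2 weeks, 230 lower at 4 weeks, 356 lower at 6 weeks, 792 higher and 322 lower on average against p35S. pSULTR2;2 had 296 higher and 199 lower at 2 weeks, 896 higher and 685 lower on average against p35S. The genes higher in both numbered 201 at 2 weeks and 85 at all 3 ages. Changes differing from p35S numbered 10 in pSUC2. Genes past the threshold between phloem promoters numbered 26 at 2 weeks and 88 at 4 weeks. In fits of only the compared libraries, 14 of 36 counts moved by more than 1.5 times. pSUC2 had 204 higher and 109 lower at 2 weeks, 62 higher and 62 lower at 4 weeks, 1059 higher at 1 or more ages against p35S. The genes higher in both numbered 157 at 2 weeks, 47 at 4 weeks, 26 at all 3 ages and 683 at 1 or more ages. These included 98 falling over time. A change unlike that in p35S was called for 136 in pSULTR2;2. The phloem promoters differed in 13 at 2 weeks, 3 at 4 weeks and 0 at 6 weeks.

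With the exon share as a covariate, 11 of 36 counts moved by more than 1.5 times. pSUC2 had 221 higher and 131 lower at 4 weeks against p35S. pSULTR2;2 had 384 higher and 244 lower at 4 weeks, 777 lower on average, 1325 higher at 1 or more ages against p35S. The genes higher in both numbered 153 at 4 weeks and 80 at all 3 ages. These included 95 falling over time. Between pSUC2 and pSULTR2;2 the calls were 102 at 4 weeks and 0 at 6 weeks. With unique reads, 1 of 36 counts moved by more than 1.5 times. Between pSUC2 and pSULTR2;2 the calls were 0 at 6 weeks. With exon reads, 1 of 36 counts moved by more than 1.5 times. Genes past the threshold between phloem promoters numbered 0 at 6 weeks.

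At an adjusted p below 0.01, 26 of 36 counts moved by more than 1.5 times. pSUC2 had 265 higher and 94 lower at 2 weeks, 225 higher and 152 lower at 4 weeks, 575 higher and 249 lower at 6 weeks, 737 higher at 1 or more ages against p35S. pSULTR2;2 had 234 higher and 172 lower at 2 weeks, 805 higher and 696 lower at 4 weeks, 492 higher and 272 lower at 6 weeks, 1044 higher at 1 or more ages against p35S. The genes higher in both numbered 163 at 2 weeks, 169 at 4 weeks, 343 at 6 weeks, 74 at all 3 ages and 456 at 1 or more ages. These included 69 rising and 51 falling over time. A change unlike that in p35S was called for 6 in pSUC2 and 22 in pSULTR2;2. The phloem promoters differed in 13 at 2 weeks, 5 at 4 weeks and 0 at 6 weeks. Tested against a 1.5-fold change, 28 of 36 counts moved by more than 1.5 times. pSUC2 had 303 higher and 115 lower at 2 weeks, 245 higher and 154 lower at 4 weeks, 608 higher and 232 lower at 6 weeks, 995 higher and 458 lower on average, 784 higher at 1 or more ages against p35S. pSULTR2;2 had 271 higher and 208 lower at 2 weeks, 800 higher and 626 lower at 4 weeks, 535 higher and 280 lower at 6 weeks, 1082 higher at 1 or more ages against p35S. The genes higher in both numbered 185 at 2 weeks, 193 at 4 weeks, 386 at 6 weeks, 80 at all 3 ages and 510 at 1 or more ages. These included 96 rising and 59 falling over time. Changes differing from p35S numbered 11 in pSUC2 and 27 in pSULTR2;2. Between pSUC2 and pSULTR2;2 the calls were 30 at 2 weeks, 7 at 4 weeks and 0 at 6 weeks.

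Where an adjusted p below 0.05 was needed in 1 of the 2 phloem promoters, 6 of 7 counts moved by more than 1.5 times. The genes higher in both numbered 523 at 2 weeks, 967 at 4 weeks, 237 at all 3 ages and 1754 at 1 or more ages. These included 418 rising and 315 falling over time. Between 4 and 2 weeks, 10 of 10 counts moved by more than 1.5 times. These included 76 rising and 39 falling over time. Genes changed numbered 1527 rising and 1452 falling in p35S, 1123 rising and 1120 falling in pSULTR2;2, 285 rising and 105 falling in pSUC2. A change unlike that in p35S was called for 1 in pSUC2 and 0 in pSULTR2;2.

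With the replicate number as a block, 2 of 36 counts moved by more than 1.5 times. Genes past the threshold between phloem promoters numbered 103 at 4 weeks and 0 at 6 weeks. No other count moved by more than 1.5 times under the block. Taken over all ages, the replicate numbers do not pair the libraries. Between promoters at an age, deviations of same-numbered libraries from their group means correlated above 0.1 in 11 of 27 cases (7 of 9 at 2 weeks), with a range of -0.42 to 0.56. At 2 weeks all 3 same-numbered pairs of p35S and pSUC2 libraries were among these (0.47, 0.56 and 0.21), and with the block pSUC2 had 482 genes higher and 191 lower than p35S at that age, against 522 and 203.

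With counts thinned to the smallest library, 5 of 36 counts moved by more than 1.5 times. Changes differing from p35S numbered 7 in pSUC2 and 29 in pSULTR2;2. The phloem promoters differed in 28 at 2 weeks, 88 at 4 weeks and 0 at 6 weeks. This alternative shows what depth limits. With every library at the depth of the shallowest, 98 genes were higher than p35S in both phloem promoters at all 3 ages, and 94 of them were among the 129.

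With each of the 27 libraries left out in turn, the cause of a changed count was likewise not tested. At 2 weeks, pSUC2 had from 254 (without 2-week p35S replicate 3) to 652 (without 4-week pSUC2 replicate 3) genes higher than p35S, and from 117 (without 2-week pSUC2 replicate 1) to 291 (without 4-week pSUC2 replicate 3) lower. At 4 weeks, pSUC2 had from 247 (without 4-week p35S replicate 1) to 776 (without 4-week pSUC2 replicate 1) genes higher than p35S, and from 197 (without 4-week p35S replicate 1) to 465 (without 6-week pSUC2 replicate 3) lower. At 6 weeks, pSUC2 had from 642 (without 6-week pSUC2 replicate 2) to 1877 (without 6-week pSUC2 replicate 3) genes higher than p35S, and from 241 (without 6-week pSUC2 replicate 2) to 1507 (without 6-week pSUC2 replicate 3) lower. The counts at 2 weeks in pSULTR2;2 went from 238 (without 2-week p35S replicate 3) to 600 (without 4-week pSUC2 replicate 3) genes higher than p35S, and from 180 (without 2-week pSULTR2;2 replicate 3) to 541 (without 4-week pSUC2 replicate 3) lower. The counts at 4 weeks in pSULTR2;2 went from 918 (without 4-week p35S replicate 1) to 1948 (without 4-week pSUC2 replicate 3) genes higher than p35S, and from 840 (without 4-week p35S replicate 1) to 1673 (without 4-week pSUC2 replicate 3) lower. The counts at 6 weeks in pSULTR2;2 went from 576 (without 6-week p35S replicate 1) to 1244 (without 4-week pSUC2 replicate 3) genes higher than p35S, and from 350 (without 6-week pSULTR2;2 replicate 1) to 829 (without 4-week pSUC2 replicate 3) lower. Genes higher in both promoters went from 164 (without 2-week p35S replicate 3) to 375 (without 4-week pSUC2 replicate 3) at 2 weeks, 189 (without 4-week p35S replicate 1) to 483 (without 6-week pSUC2 replicate 3) at 4 weeks, 401 (without 6-week p35S replicate 1) to 919 (without 4-week pSUC2 replicate 3) at 6 weeks. Those among them that rose over time went from 150 (without 6-week p35S replicate 1) to 342 (without 4-week pSUC2 replicate 3). Genes whose change differed from p35S went from 6 (without 2-week p35S replicate 3) to 41 (without 4-week pSUC2 replicate 3) in pSUC2 and from 25 (without 2-week pSULTR2;2 replicate 3) to 126 (without 6-week pSULTR2;2 replicate 3) in pSULTR2;2. Genes past the threshold for pSUC2 against pSULTR2;2 went from 4 (without 2-week pSULTR2;2 replicate 2) to 126 (without 2-week pSUC2 replicate 3) at 2 weeks, 4 (without 4-week pSULTR2;2 replicate 1) to 1046 (without 6-week pSUC2 replicate 3) at 4 weeks and from 0 (without 2-week p35S replicate 1, or without any of 17 other libraries) to 107 (without 6-week pSUC2 replicate 3) at 6 weeks. The totals over ages, the averages over ages and the changes over time within each promoter moved by less than 1.5 times without any library.

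Principal component 1 held 49.4% of the variance with genes left unscaled, 69.1% for the 500 most variable genes and 29.8% without a filter on low counts. Principal component 2 held 16.2% and 12.4% under the first and second of these, and 17.5% under the last, within its jackknife standard error. A prior count of 0.5 gave 34.5% and 19.8%. No difference in tag reads between ages came under an adjusted p of 0.05 when scaled by mapped reads, or with any library left out.

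Of the 438 fold changes of named genes, compared 16953 times in all, 16305 kept their direction and their side of the threshold, 468 fell short of the threshold, 180 came to pass it and 0 reversed.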

Differences from the paper's values

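Alternatives in this part were set before the data were examined, and no cause was tested for any difference.

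The paper gives 144 genes enriched in both phloem translatomes at 2 weeks only, and 75 were found here. Of 13 alternatives, DESeq2 (108), the exon share as a covariate (127) and an adjusted p needed in 1 of the 2 promoters (123) came within 1.5 times of the paper's value, and the other 10 did not. With a library left out, 6 of 27 values came within it, in a range of 26 to 109.

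For 4 weeks only the paper gives 69 genes, against 139 here. An adjusted p below 0.01 (47) and a test against a 1.5-fold change (51) came within 1.5 times of it, and the other alternatives did not, nor did any of the 27 values with a library left out (31 to 186).

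The paper gives 366 enriched genes upregulated over time, against 242 here. DESeq2 (303), the exon share as a covariate (263), 1 test over the 3 ages (248) and an adjusted p needed in 1 of the 2 promoters (418) came within 1.5 times of it, out of 15 alternatives, and so did 3 of 27 values with a library left out (150 to 342).

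Enriched genes of either phloem promoter are most numerous at 6 weeks in the paper (1669, against 1543 at 4 weeks). Here 1872 were found at 4 weeks and 1482 at 6 weeks. The order was that of the paper with the exon share as a covariate (452 at 4 weeks and 1279 at 6 weeks), and without 4-week p35S replicate 1 (976 and 1461), 4-week p35S replicate 2 (1100 and 1415), 4-week pSULTR2;2 replicate 3 (1503 and 1510) or 6-week pSUC2 replicate 3 (2055 and 2152).

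Some statements on genes also differ. The paper has the larger part of its 12 qRT-PCR genes enriched in both phloem translatomes at all time points, and 4 of the 12 were past the threshold as higher than p35S in all 6 comparisons here. SUM2 (Prupe.4G221900) missed 2-week pSUC2 (adjusted p = 0.086 by edgeR) and the basic pathogenesis-related protein (Prupe.8G152900) 2-week pSULTR2;2 (0.12), and DESeq2 called both (0.037 and 0.034). PR5 (Prupe.7G050900) missed both 2-week comparisons and 4-week pSUC2. The exon share covariate called all 3 of these (0.016 and 0.043 at 2 weeks, 0.039 at 4 weeks), DESeq2 called 2-week pSUC2 (0.017), and so did the fits without 4-week pSUC2 replicate 3 (0.044, and 0.041 for 4-week pSUC2) or 6-week pSUC2 replicate 3 (0.047). The sieve element occlusion gene (Prupe.1G202900) missed 4 comparisons, of which DESeq2 called 2-week and 4-week pSUC2 (0.045 and 0.022) and 6-week pSULTR2;2 (0.036). Those were also called without 2-week pSUC2 replicate 3 (0.019, 0.028 and 0.031), and the last without 6-week p35S replicate 3 (0.025).

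The paper places homologs of PP2-A1, SEOR1 and CRK10 among genes that are enriched throughout and do not change, without a plum identifier. The plum genes held with these best matches (Prupe.4G107600, Prupe.1G029000 and Prupe.6G140400) were past the threshold in some of the 6 comparisons here and not in others, and in the paper's own tables as well. Whether the paper means these genes is not given in the sources used here, so its statement was not compared with them.

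The paper describes WRKY70 (Prupe.6G295100) as downregulated in both phloem translatomes. From 2 to 6 weeks its mean fell in both here, by 1.43 on the log2 scale in pSULTR2;2 and 0.97 in pSUC2. Neither of these changes was past the threshold (adjusted p = 0.16 and 0.35 by edgeR). With the replicate number as a block the pSULTR2;2 change was -1.77 (adjusted p = 0.048 by edgeR). The paper has the gene high at 2 and 4 weeks and reduced at 6 weeks, and 6 weeks was not tested against 4 weeks here. Over both phloem promoters the mean was 19.9, 29.4 and 8.95 CPM at 2, 4 and 6 weeks.

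The paper describes the fall of the DNA replication genes as significantly greater in p35S. All 11 fell further in p35S here, and the difference was past the threshold for 1 of the 11 against each phloem promoter when adjusted over all genes tested. Its p was below 0.05 for 5 against pSUC2 and 4 against pSULTR2;2 without adjustment, and for 4 and 2 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples.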

Other observations

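In this part the counts of other splits of the libraries were planned in advance. So were the fits with a library left out or with the exon share in the model. Their use as tests of technical explanations, and all other tests, were chosen after the results had been seen.

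Other splits of the libraries bear on the counts of genes as follows. For the 6 weekly comparisons with p35S and the 3 comparisons of 6 with 2 weeks, the real split alone (1 of 10) gave as many genes, but 10 splits cannot give a share under 0.05 and chance cannot be excluded by them. For the averages over ages, the totals over ages and the genes higher in both promoters at each age, at all 3 ages and at 1 or more ages, 1 of 50 splits gave as many, the real one. This argues against chance, but 1 of 50 is the smallest share such draws can give and was not adjusted over these counts. The other splits mix cultivars within groups, so the splits cannot part promoter from cultivar. The share was 1 of 50 as well for the genes higher in both promoters that rose or fell. No other split had a gene higher in both promoters, so this decides nothing on the changes over time.

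Of the 129 genes higher than p35S in both phloem promoters at all 3 ages, 9 had 3 or fewer reads in every p35S library and 10 or more in every phloem library. Another cultivar behind p35S cannot be told apart from the tissue for these genes, since 9 of 9 p35S libraries come from 'President'. Phloem transcripts would be present in whole leaf at a low level, and 22 of the 129 genes stood at under 1% of their phloem level in p35S, where the median was 9.94%. Prupe.4G160900 (chromosome 4, 9228178 to 9230816), chosen after its values were seen, had 0 reads in every p35S library and 12 to 83 in the phloem libraries. Sequence differences between the cultivars stay a candidate explanation for the 9.

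At 4 weeks pSULTR2;2 had 3143 genes past the threshold against p35S and pSUC2 had 981. Spread from 4-week pSUC2 replicate 3 is argued against, since 1002 genes were called in pSUC2 without it, and pSULTR2;2 had 2230 to 2989 without any 1 of its own libraries. With the share of reads in exons in the model the counts were 628 and 352. Reads outside exons in the 4-week p35S libraries may therefore bear on both counts, but exon share and promoter go together at this age and the test decides nothing. A difference between the cells marked by the promoters was not tested.

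Among pSUC2 libraries, 8 genes part 2-week replicate 3 and 6-week replicates 1 and 2 from the rest, with 10 or more reads in every library of one side and 1 or fewer in every library of the other. They lie on 5 chromosomes. Of the 80 other trios that mix ages none had more than 3 such genes, and trios of one age had up to 5. As a pair, 2-week replicate 3 and 4-week replicate 3 lacked 11 genes read in the other 7 pSUC2 libraries, and no explanation of this pair was tested. Absent from the 3 libraries were Prupe.1G187300, Prupe.2G059200, Prupe.2G059400 and Prupe.5G095000, and present only in them were Prupe.1G552300 (VATG3), Prupe.2G133400, Prupe.3G150700 and Prupe.8G077200, all chosen after their values were seen. Leaf age is argued against because 2 ages have libraries on both sides. Low depth is argued against for the absent genes, because the 3 libraries had 13140937 to 19080673 gene reads and the shallowest other library 7468087. The absent genes had at least 22 reads in that library, though they were chosen for 10 or more there. Libraries of p35S under a pSUC2 label are argued against by 10 genes read in all p35S libraries and absent from the 3. For pSULTR2;2 libraries under a pSUC2 label only 2 such genes were found, too few to exclude it. Trees of more than 1 genotype could give such a pattern of 8 genes. Since the labels name no tree, these explanations cannot be told apart.

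Among pSULTR2;2 libraries, 10 genes were read in 6-week replicates 1 and 2 (10 or more reads) and in no other (1 or fewer), and 5 showed the opposite. In 6-week replicate 3, a library of 12854724 gene reads, each of the 10 had at most 1 read. The genes were chosen for this, so the value is no separate test of leaf age. Age alone would not part 6-week replicate 3 from replicates 1 and 2. For a swap with 6-week replicates 1 and 2 of pSUC2, those pSUC2 libraries lacked 10 genes read in the other 7 pSULTR2;2 libraries, where 6-week replicates 1 and 2 of pSULTR2;2 lacked 5. Prupe.2G059200 is one of the 10, with at most 1 read in those pSUC2 libraries and at least 141 in every pSULTR2;2 library. With labels that name no tree, this leaves a swap open. For pSUC2 libraries under a pSULTR2;2 label, 0 genes were read in all pSUC2 libraries and absent from both, which leaves it open. These explanations cannot be told apart.

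In 4-week pSULTR2;2 replicates 1 and 2, 39 genes stood over 4 times higher than in each of the other 25 libraries, where no other of 351 pairs of libraries had more than 3 such genes. They lie on 8 chromosomes and, in 2 cases, on a scaffold, include homologs of WRKY75 (Prupe.3G308200) and HCHIB (Prupe.8G174900), and 17 of them were past the threshold at 4 weeks. Low depth of replicate 3 is argued against by its 12734317 gene reads. A response shared by those 2 trees stays open and was not tested.

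In each of the 6 groups of 4 and 6 weeks, replicates 1 and 2 lay closest to each other, with correlations such as 0.989 in 6-week pSUC2 against 0.93 and 0.928 with replicate 3. A batch shared by the promoters would make the deviations of replicate 3 alike between promoters, and 2 of 6 correlations were above 0.1, in a range of -0.42 to 0.39. Both of the 2 were between p35S and pSULTR2;2 (0.39 at 4 weeks and 0.3 at 6 weeks), so a batch shared by these promoters cannot be told apart from other causes. What else sets replicate 3 apart was not tested.

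Values that belong at no claim follow. The smallest adjusted p for a difference in change from p35S was that of Prupe.2G230500 (chromosome 2, 25502677 to 25505302) in pSULTR2;2, by edgeR's quasi-likelihood test (adjusted p = 6.5e-06, and 8.5e-05 in pSUC2). It fell from 26.7 ± 10.6 to 2.40 ± 1.13 CPM in p35S (SD, n = 3), whereas reads rose from 0, 0 and 0 to 54, 48 and 37 in pSULTR2;2 and from 0, 0 and 1 to 39, 20 and 18 in pSUC2. Prupe.3G015900 (chromosome 3, 1133830 to 1139145) rose in p35S from 12.9 ± 2.66 to 34.3 ± 1.99 CPM and fell in pSULTR2;2 from 64.6 ± 2.91 to 28.7 ± 5.34 and in pSUC2 from 75.0 ± 33.2 to 25.7 ± 5.01. Prupe.7G098500 (chromosome 7, 12970043 to 12972513) stood at 21.4 and 20.0 CPM in p35S at 2 and 6 weeks and fell from 29.0 ± 1.51 to 1.12 ± 0.163 in pSULTR2;2.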
